# Effects of dietary supplementation with apple peel powder on the growth, blood and liver parameters, and transcriptome of genetically improved farmed tilapia (GIFT, *Oreochromis niloticus*)

**DOI:** 10.1371/journal.pone.0224995

**Published:** 2019-11-12

**Authors:** Jun Qiang, Omyia Ahmed Mohamed Khamis, Huo Jin Jiang, Zhe Ming Cao, Jie He, Yi Fan Tao, Pao Xu, Jin Wen Bao

## Abstract

High-density aquaculture and nutritional imbalances may promote fatty liver in genetically improved farmed tilapia (GIFT, *Oreochromis niloticus*), thus reducing the gains achieved by breeding. In this study, apple peel powder (APP) was used as a feed additive for GIFT. A control group (fed on a diet without APP) and five groups fed on diets supplemented with APP (at 0.05%, 0.1%, 0.2%, 0.4%, or 0.8% of the diet, by weight) were established to investigate the effects of APP on GIFT growth performance and physiological parameters, and on gene expression as determined by transcriptomic analysis. Dietary supplementation with APP at 0.2% promoted GIFT growth, reduced total cholesterol and triacylglycerol levels in the serum and liver, and decreased alanine aminotransferase and aspartate aminotransferase activities in the serum. Gene expression profiles in the liver were compared among the control, 0.2% APP, and 0.8% APP groups, and differentially expressed genes among these groups were identified. Annotation analyses using tools at the Gene Ontology and Kyoto Encyclopedia of Genes and Genomes databases showed that the differentially expressed genes were mainly involved in the regulation of immunity and fat metabolism. The results showed that excessive supplementation with APP in the diet significantly inhibited the expression of insulin-like growth factor 2 and liver-type fatty acid-binding protein, and stimulated the expression of fatty acid desaturase 2, heat shock protein 90 beta family member 1, and nuclear factor kappa B. This resulted in disordered lipid metabolism and increased pro-inflammatory reactions, which in turn caused liver damage. Therefore, APP has good potential as an environmentally friendly feed additive for GIFT at levels of 0.1%–0.2% in the diet, but excessive amounts can have adverse effects.

## Introduction

The use of immunostimulants in aquafeeds not only improves the defense responses of fish when they are exposed to pathogens, but also provides an alternative to antibiotics and chemotherapeutics for treating fish diseases [1–4]. The transformation of a raw material into a foodstuff creates various waste streams, which can include edible food mass that is lost, discarded, or degraded at different stages of the food supply chain. Waste streams can include the peel, stems, cores, and skin of fruits, and seeds, husks, bran, and straw from cereals. Food waste has traditionally been viewed as an undesirable material to be disposed of, at considerable expense, via landfill or incineration, or used as animal feed. However, such wastes are now increasingly considered to be a promising source of valuable nutraceuticals [5,6].

Apple peel is a waste product generated during juice and canned fruit production; however, it could be economically beneficial to use it as a value-added food ingredient [7,8]. Given its high levels of dietary fiber, apple peel can promote lipid metabolism and blood glucose regulation. In previous studies, apple peel extract (APE) was shown to have an inhibitory effect on insulin resistance-related obesity and type II diabetes in mice fed on a high-fat diet [9]. In those mice, dietary supplementation with APE resulted in significantly improved glucose tolerance and insulin sensitivity, reduced cytokine levels in the early phase of pro-inflammation, and decreased oxidation levels in adipose tissue [9]. Li et al. [10] found that hyperlipidic mice fed on a diet supplemented with 4% apple dietary fiber showed significant reductions in blood glucose and blood fat.

Increasing fishmeal prices have led to the development of high-fat diets for farmed fish. A high-fat diet provides sufficient dietary protein for tissue synthesis, increases dietary protein utilization efficiency, and saves protein resources [11]. However, high-fat diets may cause imbalances between pro-inflammatory and anti-inflammatory activities [12]. Pro-inflammatory cytokines, including interleukin (IL)-1β and tumor necrosis factor (TNF)-α, are involved in the inhibition of hepatic fat metabolism in genetically improved farmed tilapia (GIFT, *Oreochromis niloticus*) [12]. Nuclear factor κB (NF-κB) is an important transcription factor that is activated during lipid metabolism disorder in grass carp (*Ctenopharyngodon idella*) [13] and during liver injury in Nile tilapia [14]. Activated NF-κB regulates the expression of several pro-inflammatory and cytotoxic cytokines during inflammation.

Previous studies have shown that the components of red delicious apple peel include triterpenoids, flavonoids, organic acids, and plant sterols [15], and about 80% of total polyphenols are concentrated in the peel of apple fruits [16]. Studies on mammals have shown that triterpenoids and polyphenols can reduce the production of pro-inflammatory cytokines by inhibiting transcription factors and signaling pathways [17,18]. Mueller et al. [17] found that triterpenoids in apple peel exerted anti-inflammatory effects by modulating the expression of the gene encoding IFN-γ-inducible protein-10 in T84 cells; this protein plays an important role in inflammatory bowel disease. The administration of tea polyphenols at a dose greater than 50 mg/kg ameliorated the effects of type II diabetes mellitus in rats, accompanied by lower levels of total cholesterol (TC), triglyceride (TG), free fatty acids (FFA), and low-density-lipoprotein cholesterol (LDL-C) in the blood and reduced levels of inflammatory factors (TNF-α, IL-1β, and IL-6) [18]. The ability of these compounds to inhibit inflammatory factors and affect regulatory signaling pathways suggests that they have the potential to treat and prevent fatty liver inflammation. Therefore, the main focus of this study was to determine whether apple peel can be used as a feed additive to regulate fish lipid metabolism and alleviate inflammatory damage.

GIFT is a freshwater farmed fish with high economic and nutritional value. The liver is an important organ in fish metabolism. Once it is damaged or diseased, metabolic disorders and low disease resistance can develop, which may lead to other secondary diseases [19]. In high-density intensive GIFT aquaculture, feed nutrition is not balanced, especially with the recent trend towards high-fat diets [20]. A high-fat diet can accelerate fish growth, but long-term consumption of such diets can lead to metabolic disorders, fat accumulation, fatty liver, and ultimately death due to liver necrosis or hemorrhage. This can seriously reduce the gains achieved by breeding [20]. Therefore, the development of environmentally friendly feed additives that protect liver function and promote tilapia growth is important for research and industry. For example, supplementation with 100 mg/kg silymarin or 2% chitosan in the diet can increase the growth and feed coefficient of tilapia [21, 22]. Against this background, the main purposes of this study were: (i) to investigate the effect of APP on the fat metabolism and fat deposition in the liver in GIFT; (ii) to determine how this diet affects signal-regulated pathways in the liver by transcriptomic analyses, with a focus on fat metabolism and inflammatory responses; and (iii) to screen for differentially expressed genes between GIFT fed on diets without APP and those with various levels of APP and verify their expression levels by qRT-PCR. The results of this study shed light on the molecular mechanisms of the effect of APP on liver function and fat metabolism and inflammatory responses in GIFT. These results also provide theoretical support for the use of APP as an additive in aquatic feed.

## Materials and methods

### Ethics approval

The study protocols and design were approved by the Ethics Committee at the Freshwater Fisheries Research Centre of the Chinese Academy of Fishery Sciences (Wuxi, China). The GIFT were maintained in well-aerated water and treated with 100 mg/L tricaine methanesulfonate (Sigma, St Louis, MO, USA) for rapid deep anesthesia. All samples were extracted based on the Guide for the Care and Use of Laboratory Animals in China.

### Experimental diets

The experimental diets included a control (no APP) and five supplemented with APP at different concentrations (0.05%, 0.1%, 0.2%, 0.4%, and 0.8% by weight) (Table 1). For this, commercially available APP was provided from Beijing Yujing Biotechnology Co., Ltd. (Beijing, China). All ingredients in the diets were powdered and thoroughly mixed together in a food mixer for about 15 min, after which APP was added to different levels. Each diet was mixed for about 40 min until well homogenized, and then tap water was added to produce a firm dough. The dough was passed through a pelleting machine with 1-mm diameter; and the extruded dough was broken and sieved while fresh to obtain pellets of a convenient size. Each diet was dried at ambient temperature for 3 days and then stored at −20°C in labeled plastic-lined bags until use.

**Table 1:** Ingredients and composition of basal diet.

Ingredients (%)	0 (Control)	0.05	0.1	0.2	0.4	0.8
Fish meal	8	8	8	8	8	8
Wheat middling	15	15	15	15	15	15
Corn starch	16.8	16.8	16.8	16.8	16.8	16.8
Soybean oil	5	5	5	5	5	5
Soybean meal	15	15	15	15	15	15
Cottonseed meal	18	18	18	18	18	18
Rapeseed meal	18	18	18	18	18	18
Vitamin premix^1^	0.5	0.5	0.5	0.5	0.5	0.5
Mineral premix^2^	0.5	0.5	0.5	0.5	0.5	0.5
Choline chloride	0.5	0.5	0.5	0.5	0.5	0.5
Vit C phosphate ester	0.2	0.2	0.2	0.2	0.2	0.2
Ca (H_2_PO_4_)_2_	1.5	1.5	1.5	1.5	1.5	1.5
Cellulose	1	0.95	0.9	0.8	0.6	0.2
Total	100	100	100	100	100	100
*Proximate composition (%*, *DM)*						
Crude protein	28.7	28.2	28.5	28.7	28.5	28.8
Crude lipid	7.3	7.2	7.3	7.4	7.5	7.3

^1^Vitamin premix (mg/kg dry diet): V_A_, 10; V_D_, 0.05; V_E_, 400; V_K_, 40; V_B1_, 50; V_B2_, 200; V_B3_, 500; V_B6_, 50; V_B7_, 5; V_B11_, 15; V_B12_, 0.1; V_C_, 1000; Inositol, 2000; Choline, 5000.

^2^Mineral premix (mg/kg dry diet): FeSO_4_.7H_2_O, 372; CuSO_4_.5H_2_O, 25; ZnSO_4_.7H_2_O, 120; MnSO_4_.H_2_O, 5; MgSO_4_, 2475; NaCl, 1875; KH_2_PO_4_, 1000; Ca (H_2_PO_4_)_2_, 2500.

### Experimental facility and fish rearing

A total of 540 healthy GIFT fingerlings with an average body weight of 2.57 ± 0.03 g were obtained from the Tilapia Breeding Center, Freshwater Fisheries Research Centre, Wuxi, China. Fingerlings were acclimated for 1 week under a natural photoperiod with continuous aeration and a water recirculating system. During this period, the fish were fed three times with a commercial diet (crude protein 31.5%; crude fat 7.5%). Subsequently, they were randomly divided into six groups. Each group was fed on the experimental diet until apparent satiation three times a day (08:00, 12:00, and 16:00) for 8 weeks. Each group had three replicates or plastic tanks (30 fish per tank, 0.9 × 0.9× 1.0 m). Water temperature (29.0°C ± 0.5°C) and pH (pH = 7.4) were kept constant during the experimental period. Water quality was checked once a week. The ammonia, nitrate, and nitrite levels were all <0.1 mg/L, and dissolved oxygen was maintained at 5.94 ± 0.26 mg/L.

### Sample collection and fish growth performance

At 24 h after the last experimental feeding, the body weight of all of the fish in each tank was measured. For each group, nine fish (three fish per tank) were weighed and dissected, and their liver and viscera were removed and separately weighed. Fish growth was assessed in terms of weight gain (WG), specific growth rate (SGR), hepatosomatic index (HSI), and viscerosomatic index (VSI). Feed utilization was analyzed using feed conversion ratio (FCR). Throughout the experiment, the amount of feed consumed and mortality in each replicate were noted. These parameters were calculated as follows:

$$WG(g)=W_{2}-W_{1}$$

$$SGR(\%{\mathrm{day}}^{-1})=[Ln(W_{2})-Ln(W_{1})/t]\times 100$$

$$HSI(\%)=[L{\mathrm{iver}\;\mathrm{weight}(g)/W}_{2}(g)]\times 100$$

$$VSI(\%)=[V{\mathrm{isceral}\;\mathrm{weight}(g)/W}_{2}(g)]\times 100$$

FCR=Feedintake(g)/WG(g)

Survival(%)=[Numberofsurvivingfish/initialnumberoffish]×100

where *W*_2_ is final weight (g), *W*_1_ is initial weight (g), and t is the feeding trial period (days).

### Blood and hepatic parameters

The blood of GIFT was analyzed to determine hematological and biochemical parameters. At 24 h after the last feeding, blood was collected from the caudal vein of four anesthetized fish per tank. Each blood sample was transferred into an Eppendorf tube, left to clot at 4°C, and then centrifuged at 3500 g and 4°C for 10 min. The collected serum was then stored at −20°C until further biochemical analysis (within 10 h). Serum glucose (GLU), TC, and TG levels and serum alanine aminotransferase (ALT) and aspartate aminotransferase (AST) activities were quantified by an electrochemiluminescence method using a Mindray biochemical auto analyzer (BS-400), with kits supplied by Mindray Biomedical Electronics Co., Ltd. (Shenzhen, China) [23]. The hepatic TG, TC, and FFA levels were measured using detection kits purchased from Nanjing Jiancheng Biological Engineering Research Institute (Nanjing, China) [24].

### Liver samples for high-throughput sequencing

On the basis of data on growth and related biochemical indicators, an appropriate APP group (APP_A), a high-dose APP group (APP_H), and a control group (C) were further analyzed. Five fish (45 fish in total) were taken from each tank and their liver tissues were dissected. The liver tissue of each fish was divided into two parts, which were immediately frozen in liquid nitrogen and stored at −80°C until use. One part was used for transcriptome sequencing and the other was used for experiments to confirm the transcript levels of differentially expressed (DE) genes identified from the sequencing data.

### Analysis of transcriptome libraries

#### RNA extraction and transcriptome sequencing

The stored liver samples were used for transcriptome sequencing. Total RNA was extracted using Trizol reagent (Invitrogen, CA, USA) following the manufacturer’s protocol, and RNA quantity and purity were analyzed using a Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent, CA, USA) with RNA Integrity Number >7.0 and 28S/18S ≥1.5. The RNA samples with good integrity and purity for each group were mixed, and five fish per tank were combined as a treatment group to construct each mRNA library. About 10 μg total RNA from each mixed group was used to prepare libraries. Nine mRNA libraries were constructed, namely, APP_A1, APP_A2, APP_A3, APP_H1, APP_H2, APP_H3, C1, C2, and C3. The experimental procedures, including those for library preparation and sequencing, were the standard procedures provided by Illumina [25, 26]. Each library was qualified and sequenced using the Illumina Hiseq4000 platform. The sequences were double-ended 2 × 150 bp (PE150) reads.

#### Assembly and annotation of transcripts

Invalid reads (including joint, repetitive, and low-sampling reads) were filtered from the sequence data to obtain clean reads, which were used for subsequent analyses. The data processing steps to obtain clean reads were as follows: 1) remove reads containing adaptors; 2) remove reads with N >5%; and 3) remove low-quality reads (those with more than 20% of bases with a mass value Q≤10). The short-read assembly software Trinity 2.4.0 (Campton, NH, USA) (http://trinityrnaseq.sourceforge.net/) was used for *de novo* transcriptome reconstruction. The raw sequence data have been submitted to NCBI’s Gene Expression Omnibus and are accessible under the GEO series accession number GSE127810 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE127810). Reads from the APP_A, APP_H, and C libraries were aligned to the *Oreochromis niloticus* reference genome (http://asia.ensembl.org/Oreochromisniloticus/Info/Index/dna/) using the TopHat 2 package, which initially removes a portion of the reads based on quality information accompanying each read and then maps the reads to the reference genome [27]. TopHat, which allows multiple alignments per read (up to 20 by default) and a maximum of two mismatches when mapping the reads to the reference, was used to build a database of potential splice junctions and confirm them by comparing previously unmapped reads against the database of putative junctions.

#### Enrichment analysis of differentially expressed genes

In transcriptome RNA-seq data, the gene expression level is represented by fragments per kilobase of exon model per million mapped reads (FPKM) values [28]. The Cuffdiff command of Cufflinks 2.2.1 software (http://cufflinks.cbcb.umd.edu/index.html) was used to identify the DE genes among libraries [29]. In this study, the false discovery rate (FDR) was calculated using corrected *P*-values. The DE genes between samples were selected based on |log2foldchange|≥1 and corrected *P*<0.05. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses were performed to determine the functions of the DE genes and the metabolic pathways associated with them, respectively.

#### Gene Ontology analysis of differentially expressed genes

Gene Ontology is an internationally standardized gene function classification system that provides a dynamically updated and controlled vocabulary to fully describe the properties of genes and gene products in organisms. There are three ontological groups: molecular functions, cellular components, and biological processes. The basic GO unit is a “term,” and each term corresponds to an “attribute.” Significant enrichment analysis of GO function first maps all significant DE genes to the terms in the GO database (http://www.geneontology.org/), then calculates the number of genes per term, and then applies a hypergeometric test to find GO entries that are significantly enriched in DE genes compared with the entire genomic background. The calculation is as follows:

$$P=1‐\sum_{i=0}^{m-1}\frac{\left(\frac{M}{i})(\frac{N-M}{m-i}\right)}{\left(\frac{N}{n}\right)}$$

where *N* is the total number of genes with GO annotations, *n* is the number of DE genes in *N*, *M* is the number of genes annotated as a particular GO term, and *m* is the number of DE genes annotated as a particular GO term.

#### KEGG enrichment analysis of DE genes

Different gene products coordinate with each other *in vivo* to perform biological functions; hence, pathway-based analyses can shed light on the biological functions of genes. The tools at the KEGG database (http://www.genome.jp/kegg/pathway.html) can be used to identify pathways significantly enriched with DE genes. Hypergeometric testing is used to identify pathways significantly enriched with DE genes compared with the entire genome background. The calculation is as follows:

$$P=1‐\sum_{i=0}^{m-1}\frac{\left(\frac{M}{i})(\frac{N-M}{m-i}\right)}{\left(\frac{N}{n}\right)}$$

Here, *N* is the total number of genes with KEGG annotations, *n* is the number of DE genes in *N*, *M* is the number of genes annotated with a particular pathway, and *m* is the number of DE genes annotated with a particular pathway.

#### Verification of DE genes by qRT-PCR

All primers for screened DE genes (Table 2) were synthesized by the Shanghai Jikang Biotechnology Co., Ltd. (Shanghai, China). Another liver sample, obtained as described in section 2.5, was selected for RNA extraction. The RT reaction and qRT-PCR were carried out in accordance with the instructions of PrimeScript RT Reagent Kit Perfect Real Time (TaKaRa, Dalian, China) and SYBR^®^ Premix Ex Taq (TaKaRa) kits, respectively, using the ABI 7900HT Fast Real-Time PCR System. The internal reference was 18S rRNA. The PCR mixture (50 μL) consisted of 19 μL autoclaved deionized water, 25 μL SYBR Green PCR Master Mix (2×), 2 μL forward and reverse primers (10 mol/L), and 4 μL cDNA working solution. The cycling conditions were as follows: 95°C for 5 min, 95°C for 15 s, and 60°C for 60 s (40 cycles), with a final dissociation step at 95°C for 15 s, 60°C for 15 s, and 95°C for 15 s [19]. Three replicate wells were used for each reaction. All test samples contained a negative control without a template to rule out false positive results.

**Table 2:** Sequences of primers used for qRT-PCR.

Name		Primer sequence (5′–3′)
LPL	F: 5′- ATCAGCACTACCCGACCTCT-3′ R: 5′- GCGCTCCCAGACTATAACCC-3′	
IGF-2	F: 5′- CGCCTAACTCACCTGCAATC-3′ R: 5′- TGTCCGTATCTTTGCTGGGT-3′	
FABP2	F: 5′-TTCGAAGACATCCACGCAGT-3′ R: 5′-AGTTTTGGGAGGCTGTCACT-3′	
TLR2	F: 5′- CGCACAGATAAGGCAGACAC-3′ R: 5′- CCTAGTCCCAGAGCTGCTTT-3′	
HSP90b1	F: 5′- AGACTACCTGGAGCTGGAGA-3′ R: 5′- TCAACCGTCTCAGTCTTGCT-3′	
FADS2	F: 5′- GCAGGAATGATCAGTGGCTG-3′ R: 5′- CTCCGTAGCATCCTCTCCAG-3′	
NF-kB	F: 5′- AACCCCATCTACGACAGCAA-3′ R: 5′- TCCCAGCATCCATCCTCATC-3′	
18S rRNA	F: 5′-GGCCGTTCTTAGTTGGTGGA-3′ R: 5′-TTGCTCAATCTCGTGTGGCT-3′	

LPL: lipoprotein lipase; IGF-2: insulin-like growth factor 2; FABP2: liver-type fatty acid-binding protein; TLR2: toll-like receptor 2; HSP90b1: heat shock protein 90 beta family member 1; FADS2: fatty acid desaturase 2; NF-kB: nuclear factor kappa B

### Hematoxylin–eosin staining and oil red O staining of frozen sections

#### Hematoxylin–eosin staining [20]

Three fish were randomly selected from each tank, their liver tissue was removed and then fixed with 4% paraformaldehyde for 24 h. After washing with tap water, the liver tissue was subjected to gradient alcohol dehydration, cleared with xylene, and then embedded in paraffin embedding. Slices (5 μm) were cut using an RM-2145 (Leica, Nussloch, Germany) rotary microtome. After hematoxylin–eosin (HE) staining, sections were observed under a Leica UB203I optical microscope and photographed.

#### Oil red O staining

Oil red O staining was conducted as described elsewhere [20]. Briefly, liver tissues were fixed with 4% paraformaldehyde for 4 days, washed twice with phosphate buffer, washed twice with phosphate-buffered solution, immersed in 30% sucrose (prepared in phosphate buffer) at 4°C overnight, embedded in OCT (ice cutting embedding agent), and cut into 8-μm sections with using a Leica CM1950 cryostat. The sections were heated at 60°C for 30 min, stained for 10 s with hematoxylin staining solution, washed for 1 min tap water, dried, rinsed in 50% ethanol, stained with oil red O ethanol dye solution for 8 min, washed with 50% ethanol and then tap water, and then sealed with glycerin gelatin.

### Data analysis

The relative expression level of each gene in each APP dietary supplementation treatment *vs*. the control was determined by the 2^−ΔΔCT^ method. The results are expressed as mean ± standard deviation (SD). First, the data were tested for a normal distribution and homogeneity of variance; then, an appropriate analysis was selected depending on the results. The relationship between SGR and dietary APP levels was analyzed using a two-slope broken-line model. The significance level was set at *P* < 0.05.

## Results

### Growth performance and feed utilization efficiency

The WG and SGR were significantly lower in 0.4%–0.8% APP groups than in the control group and the 0.05%–0.2% APP groups (*P* <0.05) (Table 3); however, there was no significant difference in WG or SGR between the control group and the 0.05%–0.2% APP groups. The FCR was higher in the 0.8% APP group and in the control than in the 0.2% APP group. The broken-line regression model of SGR indicated that 0.17% APP was the optimal amount for GIFT to achieve optimal growth (Fig 1). The HSI and VSI were significantly lower in the 0.2%, 0.4%, and 0.8% APP groups than in the control group. However, there were no significant differences in HSI and VSI among the control and the 0.05% and 0.1% APP groups (*P* > 0.05). Dietary supplementation with 0%–0.8% APP did not significantly affect survival.

**Fig 1:**
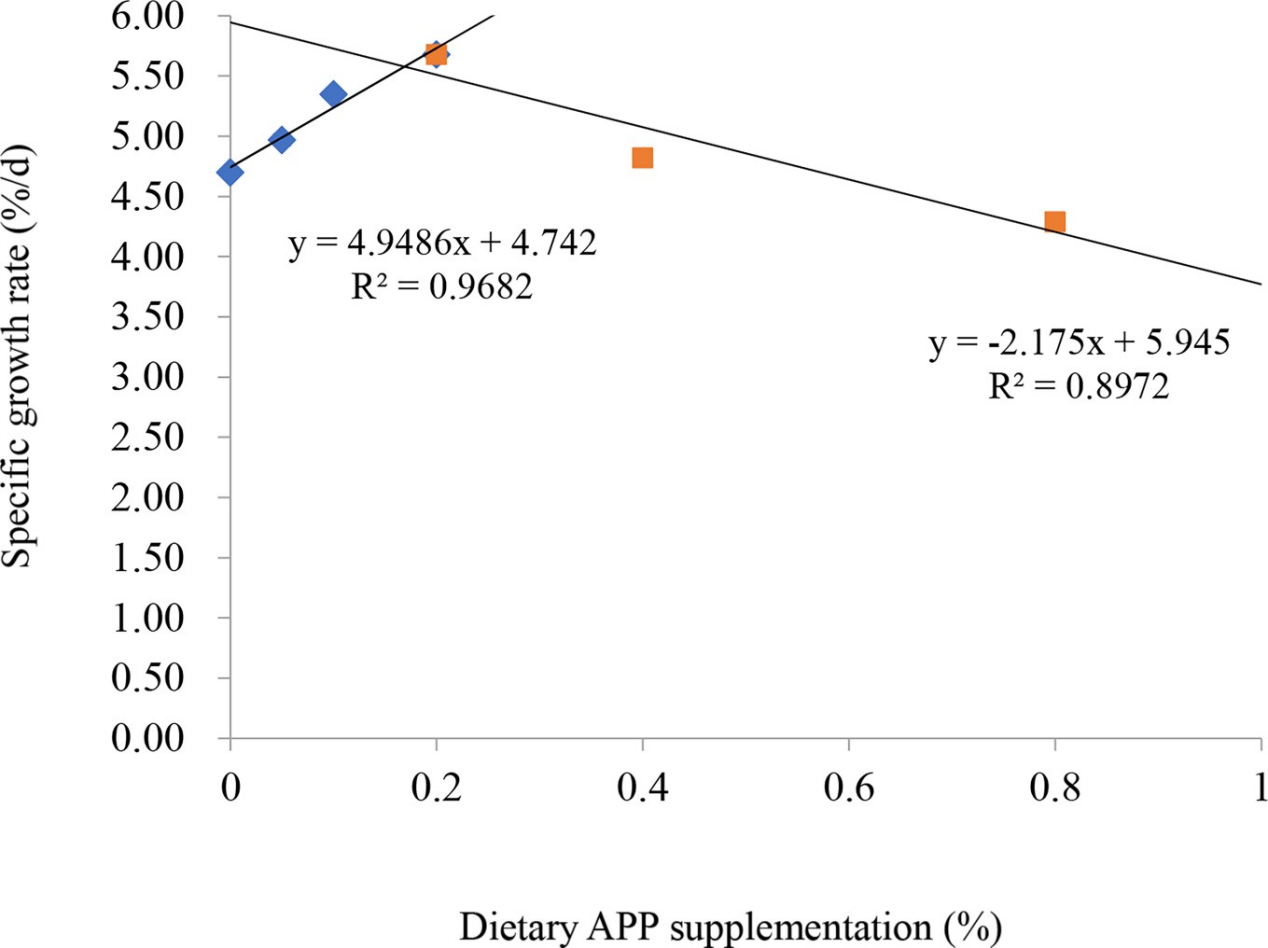
Relationship between specific growth rate and amount of apple peel powder (APP) in feed, as analyzed by two slope broken-line model.

**Table 3:** Growth performance and feed utilization of GIFT (*Oreochromis niloticus*) fed on diets supplemented with apple peel powder for 8 weeks.

Parameters	Dietary apple peel powder level (%)					
	0	0.05	0.1	0.2	0.4	0.8
WG	41.12±2.45^b^	48.38±2.39^ab^	51.94±2.86^a^	54.65±2.92^a^	42.43±2.87^b^	31.46±4.33^c^
SGR(%/d)	4.70±0.25^b^	4.97±0.12^b^	5.34±0.24^ab^	5.68±0.20^a^	4.82±0.12^b^	4.29±0.23^c^
FCR(%)	1.14±0.03^a^	1.05±0.06^ab^	1.04±0.05^ab^	0.92±0.08^c^	1.03±0.04^ab^	1.15±0.04^a^
HSI(%)	1.80±0.08^a^	1.86±0.19^a^	1.74±0.10^ab^	1.64±0.14^b^	1.58±0.06^b^	1.51±0.11^b^
VSI(%)	14.36±0.27^a^	14.27±0.38^a^	13.49±0.19^ab^	12.21±0.27^b^	12.45±0.19^b^	12.81±0.44^b^
Survival (%)	98.89±1.11	100.00±0.00	100.00±0.00	100.00±0.00	96.67±1.93	100.00±0.00

Data were analyzed by one-way analysis of variance and are mean ± standard deviation. Differences among six groups were detected by Duncan’s multiple range test (*P* < 0.05). Different lowercase letters show significant differences among treatment groups.

WG: Weight gain; SGR: Specific growth rate; FCR: Feed conversion ratio; HSI: Hepatosomatic index; VSI: Viscerosomatic index

### Serum biochemical parameters

When the level of APP supplementation in the diet was 0%–0.4%, the serum TG and TC levels of the GIFT significantly decreased with increasing APP (*P* < 0.05) (Table 4). The serum TC and TG contents were significantly lower in the 0.1%, 0.2%, and 0.4% APP groups than in the control group (*P* < 0.05). However, the TC and TG levels were significantly higher in the 0.8% APP group than in the 0.4% group. The serum GLU level was significantly higher in the 0.2% group than in the control group (*P* < 0.05), while there was no significant difference in GLU levels among the 0.05%, 0.1%, 0.2%, 0.4%, and 0.8% APP groups (*P* > 0.05). The serum ALT and AST activities were significantly higher in the 0.8% APP group than in the 0.05%, 0.1%, 0.2%, and 0.4% APP groups.

**Table 4:** Serum biochemistry parameters of GIFT (*Oreochromis niloticus*) fed on diets supplemented with apple peel powder for 8 weeks.

Parameters	Dietary apple peel powder level (%) (*n* = 9)					
	0	0.05	0.1	0.2	0.4	0.8
TC(mmol/L)	4.76±0.52^a^	4.09±0.42^b^	3.65±0.31^bc^	3.51±0.37^bc^	3.12±0.31^c^	3.97±0.41^a^
TG(mmol/L)	5.54±0.64^a^	3.87±0.47^b^	2.69±0.34^c^	2.12±0.31^c^	1.47±0.38^d^	2.38±0.49^c^
GLU(mmol/L)	1.89±0.32^c^	2.17±0.25^ab^	2.14±0.19^ab^	2.33±0.31^a^	2.27±0.17^ab^	2.11±0.30^b^
ALT(U/L)	29.76±1.47^ab^	25.13±2.82^b^	26.13±2.16^b^	26.34±1.92^b^	27.11±2.28^b^	33.24±2.89^a^
AST(U/L)	78.41±6.79^a^	65.41±8.11^b^	72.19±7.33^b^	68.26±5.18^b^	67.22±7.31^b^	84.06±8.23^a^

Data were analyzed by one-way analysis of variance and are mean ± standard deviation. Differences among six groups were detected using Duncan's multiple range test (*P* < 0.05). Different lowercase letters show significant differences among treatment groups.

TC, total cholesterol; TG, triacylglycerol; GLU, Glucose; ALT: alanine aminotransferase; AST: aspartate aminotransferase

### Hepatic biochemical parameters

The levels of TC, TG, and FFA in the liver were significantly lower in the 0.2% APP group than in the control group (*P* < 0.05) (Table 5); however, the levels of hepatic TG and FFA were significantly higher in the 0.8% APP group than in the 0.2% APP group (*P* < 0.05).

**Table 5:** Hepatic biochemical parameters of GIFT (*Oreochromis niloticus*) fed on diets supplemented with apple peel powder for 8 weeks.

Parameters	Dietary apple peel powder level (%) (*n =* 9)					
	0	0.05	0.1	0.2	0.4	0.8
TC(mmol/L)	7.31±0.49^a^	5.19±0.40^b^	4.85±0.41^b^	3.41±0.37^c^	3.82±0.41^c^	3.67±0.38^c^
TG(mmol/L)	21.34±0.64^a^	16.78±0.72^b^	15.79±1.04^bc^	14.12±0.91^c^	16.27±0.68^bc^	17.78±1.49^ab^
FFA(ng/mL)	376.66±16.11^a^	269.40±38.24^b^	262.45±40.55^b^	250.26±34.33^b^	285.47±22.88^b^	361.19±27.54^a^

Data were analyzed by one-way analysis of variance and are mean ± standard deviation. Differences among six groups were detected using Duncan's multiple range test (*P* < 0.05). Different lowercase letters show significant differences among treatment groups.

TC, total cholesterol; TG, triacylglycerol; FFA, free fatty acids

By comparing growth and biochemical parameters among the different groups, we found that the 0.2% APP group of GIFT showed a good growth rate and FCR, with low fat deposition in the liver and serum. Therefore, for further analyses, the 0.2% APP group was selected as APP_A, and the 0.8% group displaying obvious growth inhibition was selected as APP_H.

### Liver histology and lipid droplets

In the GIFT fed a control diet for 60 days, the hepatocytes became swollen and part of the nucleus was shrunken, but the cell structure remained intact. The APP_A group showed a normal histological structure in contrast to the control group, and their hepatocyte membrane and nucleus were clear. The hepatocytes in the APP_H group were significantly enlarged, with a shrunken nucleus and some loss of cell membrane integrity (Fig 2). There were significantly more lipid droplets in hepatic cells of the control group had than in those of the APP_A group and the APP_H group, as revealed by oil red O staining (Fig 3).

**Fig 2:**
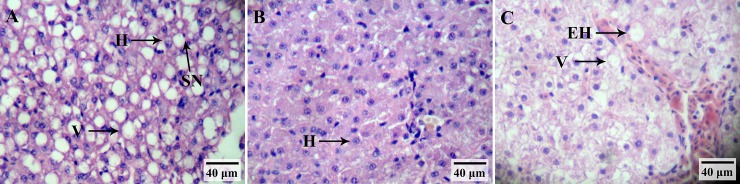
Histological analysis of liver sections by hematoxylin-eosin staining in GIFT (*Oreochromis niloticus*) fed on diets supplemented with 0% (A), 0.2% (B), and 0.8% (C) apple peel powder. H, hepatocyte; V, vacuolization; EH, enlarged hepatocyte; SN, shrunken nucleus.

**Fig 3:**
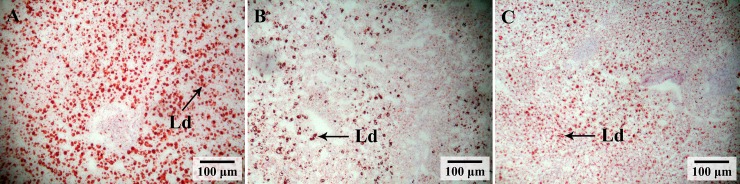
Histological analysis of liver sections by oil red O staining in GIFT (*Oreochromis niloticus*) fed on diets supplemented with 0% (A), 0.2% (B) and 0.8% (C) apple peel powder. Ld, lipid droplet.

### Summary of sequencing data and statistics of transcriptome assembly

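The RNA-seq data compared 9 pools of liver RNA, 3 pools for each of 3 diets that were fed for 8 weeks. The C group received no apple peel powder (APP), the APP_A group received 0.2% APP and the APP_H group received 0.8% APP. Each library was made from a mixture of RNA from 5 fish of 1 tank, so the pool is the replicate and n = 3 per group. The authors aligned the reads to the Nile tilapia genome with TopHat 2 and deposited a table of FPKM values (fragments per kilobase of transcript, scaled by the mapped reads) for 37283 loci, which carry the identifiers of a merged Cufflinks assembly. Read counts per locus were not used here, so the depth behind a single value is unknown and no counting interval is given. The summed FPKM of a library ranged from 2123520 to 2631532 in the C group, from 2145861 to 2330821 in APP_A, and from 1226503 in APP_H3 to 2532967 in APP_H1. The paper's text does not name the genome build, and positions are given on the scaffolds of the table, counted from 1. A gene name was missing for 14794 loci. The FPKM values were analysed as log2(FPKM + 1) for the 20575 genes with an FPKM of at least 1 in at least 3 libraries, of which 9534 had a gene symbol. Differences between groups were tested with limma in a single fit of all 9 libraries, and log2 fold changes are differences of group means on the log2(FPKM + 1) scale. A value of 0 in such a table can also stand for an estimate that failed. At 1411 loci, 1 or more libraries were listed at 0 although the median of the other 8 libraries was at least 10 FPKM, and genes with such values are described as listed at 0.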

The transcriptomes of the liver tissues of the C1, C2, C3, APP_A1, APP_A2, APP_A3, APP_H1, APP_H2, and APP_H3 groups were sequenced using the Illumina Hiseq4000 platform. After removing low-quality sequences, the number of valid reads ranged from 40,430,496 to 62,293,208. The Q20 values of the transcriptome data for the nine subgroups from the three treatment groups were 98.26%–99.23%, while the GC contents were 48%–52% (Table 6). These results showed that the transcriptome sequencing data were of good quality and could be used for subsequent splicing and assembly. 

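Lists of marker genes were used to see whether the 9 pools held a similar mixture of cells. The value of a list in a library is the mean of log2(FPKM + 1) over its genes. The Hepatocyte list had 36 genes in the table, of which 33 passed the filter. The Exocrine pancreas list had 14 of 14, the Blood list 14 of 18, the Lymphoid cells list 15 of 18 and the Myeloid cells list 23 of 27, while a Vitellogenesis list had 0 of 2. The lists are not exclusive, since cpb2 of the Exocrine pancreas list and the LYZ and LECT2 loci of the Myeloid cells list are also abundant in liver. In APP_H3 the Hepatocyte list stood at 5.11, against 8.19 to 9.19 in the other 8 libraries. The Exocrine pancreas list stood at 4.87 in APP_H3, against 7.06 to 10.1 in the others. The Blood list was higher in APP_H3, at 6.01 against 2.78 to 4.21, and so was the Lymphoid cells list, at 4.35 against 1.94 to 3.98. The Myeloid cells list was at 3.95 in APP_H3 and at 4.32 to 5.19 in the others. Of the Hepatocyte genes, 31 of 33 were lower in APP_H3 than the median of the other 8 libraries, and of the Exocrine pancreas genes, 14 of 14. Chosen after their values were seen, the transferrin gene tfa had an FPKM of 331 in APP_H3 and of 3583 to 14818 in the others, and the erythroid gene alas2 had 915 and 31.5 to 147. Pearson's r between libraries, calculated across genes, which are not independent replicates, was 0.410 to 0.557 for the pairs that include APP_H3 and 0.624 to 0.756 for the other pairs. Libraries of 1 group were nearer to each other than libraries of different groups, with a difference in mean distance of -0.0699 on the log2 scale (one-sided exact permutation test over the 280 splits of the libraries, p = 0.0393).

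**Figure D1:**
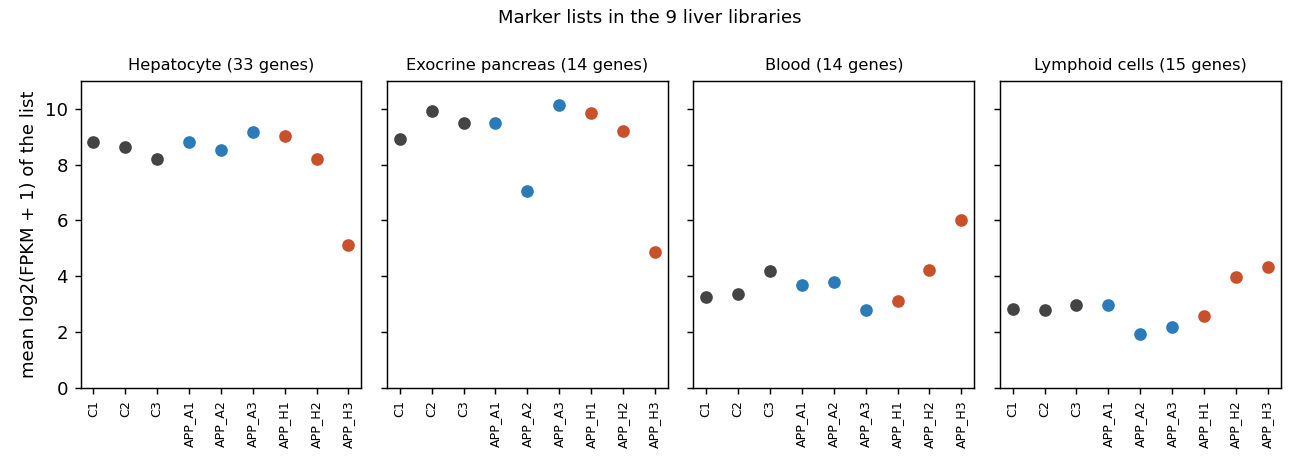
Mean log2(FPKM + 1) of 4 marker lists in each of the 9 liver libraries. Each point is 1 library, coloured by group, and APP_H3 is the lowest library for the Hepatocyte and Exocrine pancreas lists and the highest for the Blood and Lymphoid cells lists.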

In the transcriptome data for the C1, C2, C3, APP_A1, APP_A2, APP_A3, APP_H1, APP_H2, and APP_H3 groups, 31,015,020, 32,605,882, 29,847,539, 27,857,982, 35,474,059, 24,377,649, 31,551,102, 38,937,856, and 31,822,452 reads were mapped to the Nile tilapia genome, respectively (S1 Table). 

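In the deposited table, between 23004 loci in APP_H1 and 26504 loci in APP_H2 had an FPKM above 0, and APP_H3 had 26251. The 10 loci with the highest FPKM took from 14.4% of the summed FPKM in APP_A1 to 34.4% in APP_A3. The paper's number of mapped reads for APP_H3 lies inside the range of the other libraries, whose lowest is APP_A3 and whose highest is APP_H2. FPKM values are already scaled by the mapped reads, and the factors of a further median-ratio scaling were between 0.972 in APP_H3 and 1.06 in C2.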

Significantly more reads mapped to exonic regions than to intronic and intergenic regions of the genome (S2 Table).

**Table 6:** Overview of reads for mRNA-seq of GIFT (*Oreochromis niloticus*) and quality filtering.

Sample	Raw Reads	Base	Valid Read	Base	Valid Ratio (reads)	Q20%	Q30%	GC content%
APP_A1	45867590	6.88G	45374664	6.81G	98.93	98.59	90.43	49
APP_A2	57594264	8.64G	57040408	8.56G	99.04	99.03	90.79	48.50
APP_A3	52452746	7.87G	40430496	6.06G	77.08	99.23	91.10	52
C1	49272160	7.39G	48844226	7.33G	99.13	99.08	90.64	48.50
C2	54099584	8.11G	53512740	8.03G	98.92	98.47	89.52	49
C3	49681658	7.45G	49111518	7.37G	98.85	98.68	90.00	49
APP_H1	54547964	8.18G	47660140	7.15G	87.37	98.26	86.80	49.50
APP_H2	63096352	9.46G	62293208	9.34G	98.73	99.13	92.26	48
APP_H3	52005944	7.80G	51294450	7.69G	98.63	98.98	91.33	50.50

APP_A: 0.2% apple peel powder; APP_H: 0.8% apple peel powder; C: control group, 0% apple peel powder

### Screening and functional annotation of differentially expressed genes

After normalizing the abundance of genes mapped to the Nile tilapia genome, significantly DE genes were identified on the basis of |log(foldchange)|≥1 and FDR≤0.05. The DE genes are summarized in a histogram and Venn diagram (Figs 4 & 5). Comparisons among the three groups revealed upregulation of 285 DE genes and downregulation of 408 DE genes in the APP_A *vs*. C comparison; upregulation of 451 DE genes and downregulation of 274 DE genes in the APP_H *vs*. C comparison; and upregulation of 915 DE genes and downregulation of 349 DE genes in the APP_A *vs*. APP_H comparison (Fig 4). 

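With limma on log2(FPKM + 1), 20 genes had a |log2 fold change| of at least 1 and a Benjamini-Hochberg adjusted p under 0.05 in APP_A vs. C, of which 8 were upregulated and 12 were downregulated. For APP_H vs. C there were 25 such DE genes, with 12 upregulated and 13 downregulated. For APP_H vs. APP_A there were 28, with 16 higher and 12 lower in APP_H. At an unadjusted p under 0.05, whatever the fold change, limma gave 700, 1559 and 2238 genes in the 3 comparisons. One of the groups was listed at 0 in all of its libraries for 19 of the 20 DE genes in APP_A vs. C, for 22 of the 25 in APP_H vs. C and for 23 of the 28 in APP_H vs. APP_A. The count for APP_A vs. C was 12 without APP_A2. The count for APP_H vs. C was 43 without APP_H1 and 55 without APP_H3. For APP_H vs. APP_A it was 5 without APP_A2, 54 without APP_H1 and 59 without APP_H3. The alternative that moved the counts most was a ratio of group mean FPKM of at least 2 with no test, which gave 4847, 6526 and 7631 genes. The DE genes included 1 with a gene symbol, c8a, a complement component gene (XLOC_022702, scaffold GL831264.1 from 1078800 to 1088859). It was listed at 0 in APP_H1 and APP_H2 and had an FPKM of 7.79 in APP_H3, while the C libraries had 309, 281 and 180 and the APP_A libraries 279, 250 and 346. Its adjusted p from limma was 0.0382 in APP_H vs. C and 0.0286 in APP_H vs. APP_A, and over the alternatives it ranged from 2.4e-05 to 0.371 and from 2.7e-05 to 0.240, the lowest values being those with array weights, whose estimation did not converge. In both comparisons the adjusted p was over 0.05 in 8 of the 9 fits that each left out a library, the exception being the fit without APP_H3.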

The number of DE genes specific to the APP_A *vs*. C, APP_H *vs*. C, and APP_A *vs*. APP_H comparisons was 366, 257, and 726, respectively, and seven DE genes were common to all three comparison groups (Fig 5). 

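Of the DE genes from limma, 1 was specific to APP_A vs. C, 2 to APP_H vs. C and 4 to APP_H vs. APP_A. These 3 counts were 24, 17 and 47 with only the 2 groups compared, and 0, 2 and 0 with the replicate number as a block. The second was 13 without APP_A1 and the third 22 without C2. APP_A vs. C shared 9 DE genes with APP_H vs. C and 10 with APP_H vs. APP_A. The comparisons that include APP_H shared 14, which was 40 without APP_H3 and 3 without APP_A2. Most DE genes had 1 group listed at 0 in all of its libraries, which can make a gene DE in both comparisons that include that group. The overlaps are thus partly fixed by the zeros and do not by themselves show a response shared by both APP levels. No gene was common to all 3 comparisons, a count of 0. With an unadjusted p under 0.05 and the same fold change threshold, 19 genes were common, and 100 simulations of unchanged groups with the same spread in every group gave 13.9 such genes on average, from 6 to 24. The log2 fold changes of APP_A vs. C and APP_H vs. C correlated across the 20575 genes with r = 0.298. Both comparisons use the same C libraries, and the simulated unchanged groups gave r from 0.461 to 0.523. Those simulations drew each gene independently and with the same spread in every group. Genes of real libraries are not independent, and APP_H3 stood apart from the other libraries. The range therefore does not show whether 0.298 is low for unchanged groups.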

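The table names lpl at XLOC_003701 (scaffold GL831140.1 from 3838131 to 3846855), igf2 at XLOC_004498 (GL831142.1 from 71317 to 78209), tlr2 at XLOC_026188 (GL831313.1 from 1081152 to 1100130) and hsp90b1 at XLOC_009383 (GL831160.1 from 1996934 to 2003129). It holds fads2 as a pair of neighbouring loci, XLOC_004889 (GL831142.1 from 8560101 to 8567640) and XLOC_004890 (GL831142.1 from 8568597 to 8588849), between which reads could have been split by the authors' estimation. They are called fads2 copy 1 and fads2 copy 2. The symbol fabp2 was carried by XLOC_018400, listed at 0 in 8 libraries with an FPKM of 0.36 in APP_A1, and by XLOC_021147, listed at 0 in all 9. Because the paper describes the protein as liver-type, fabp1b.1 (XLOC_012406) and fabp10a (XLOC_018691) were examined as well, a choice made after their values were seen. The name NF-kB covers a family, for which NFKB1 (XLOC_014493) and nfkb2 (XLOC_029720) were taken by symbol, and rel (XLOC_021226) and rela (XLOC_031210) were added after their values were seen.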

The seven DE genes encoded lipoprotein lipase (LPL), insulin-like growth factor 2 (IGF-2), liver-type fatty acid-binding protein (FABP2), toll-like receptor 2 (TLR2), heat shock protein 90 beta family member 1(HSP90b1), fatty acid desaturase 2 (FADS2), and nuclear factor kappa B (NF-kB).

**Fig 4:**
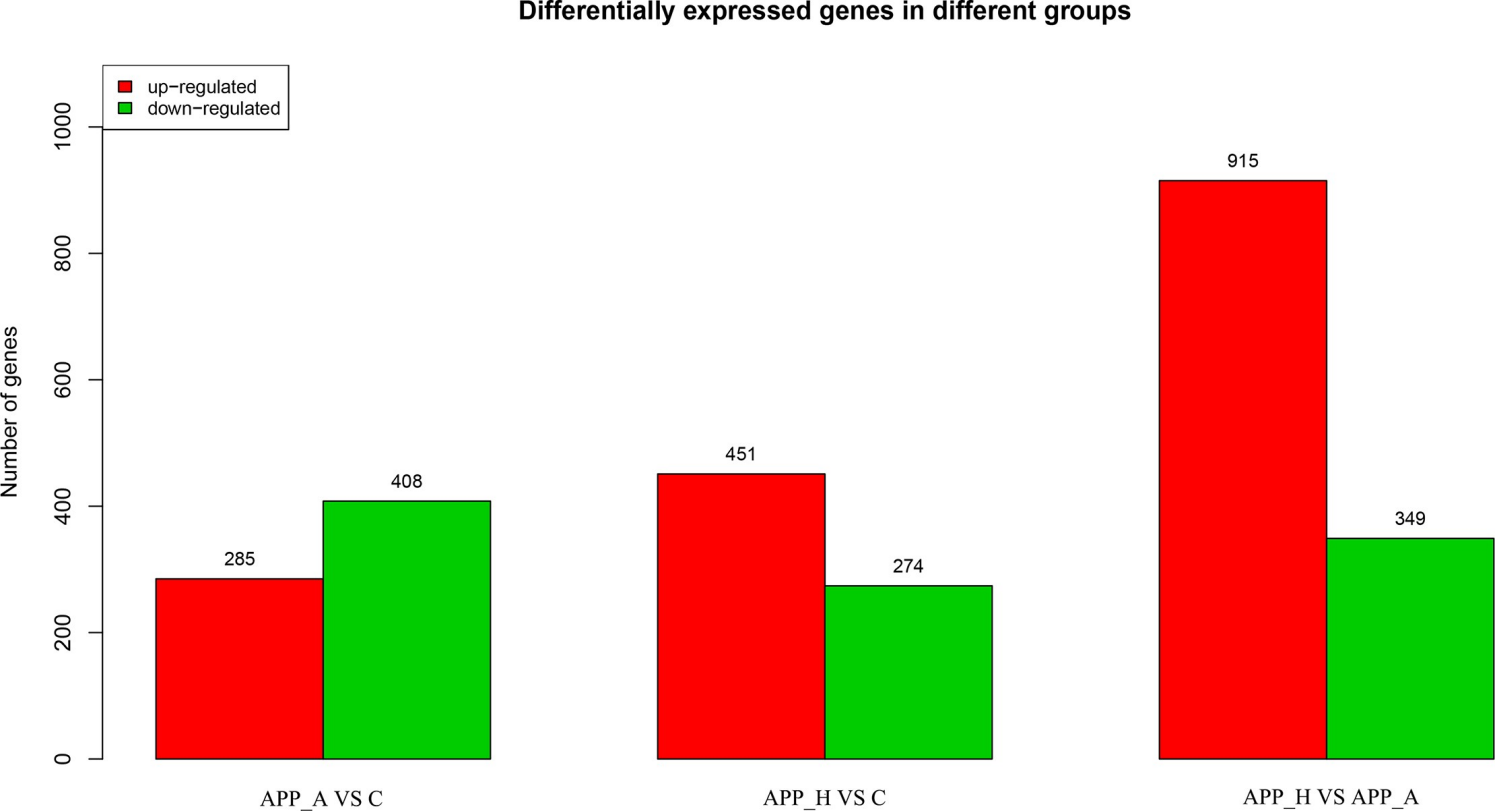
Analysis of differentially expressed genes in APP_A *vs*. C, APP_H *vs*. C, and APP_A *vs*. APP_H group comparisons by transcriptome sequencing. APP_A: 0.2% apple peel powder; APP_H: 0.8% apple peel powder; C: control group, 0% apple peel powder.

**Fig 5:**
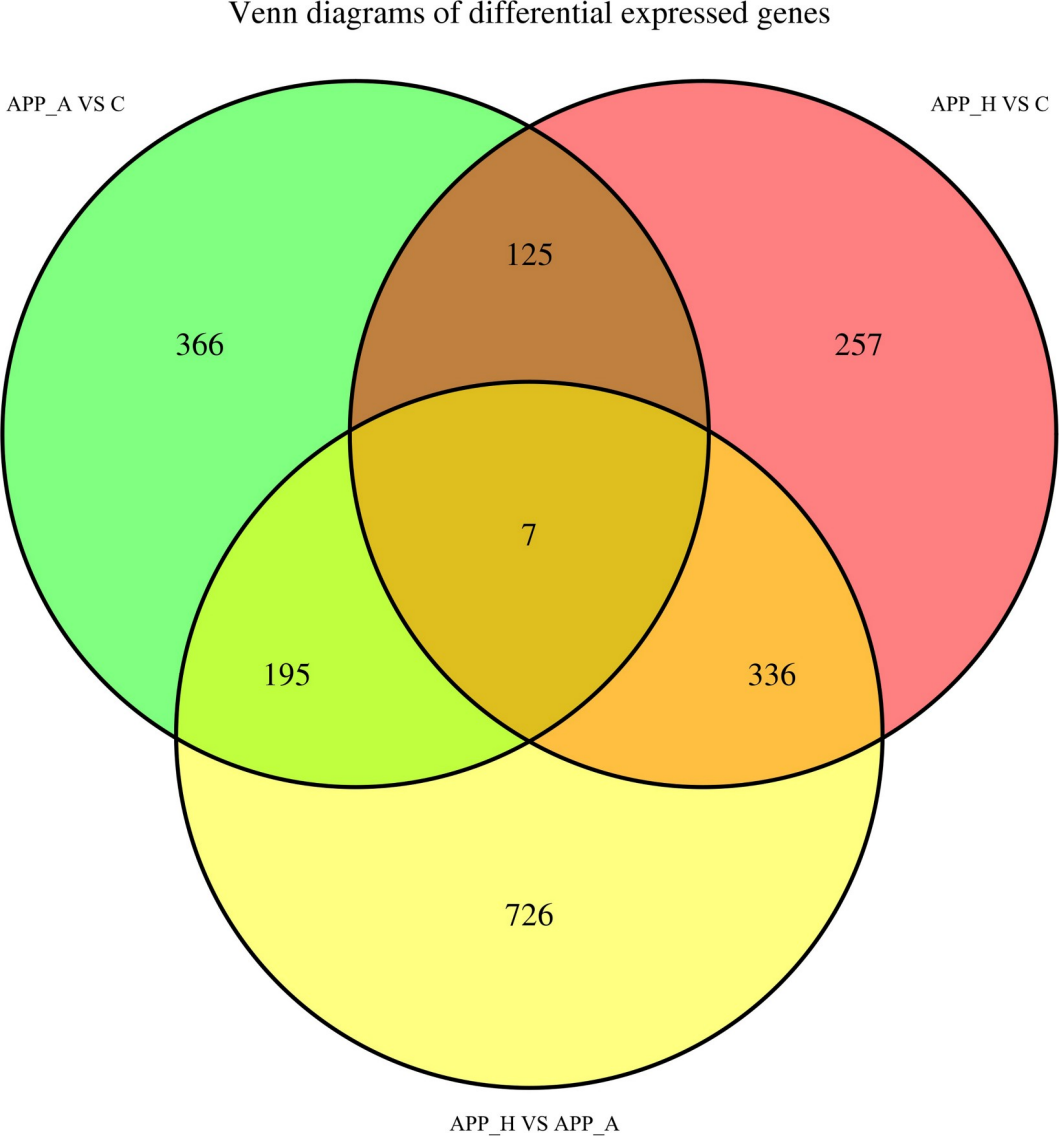
Venn diagram showing differentially expressed genes among APP_A *vs*. C, APP_H *vs*. C, and APP_A *vs*. APP_H group comparisons. APP_A: 0.2% apple peel powder; APP_H: 0.8% apple peel powder; C: control group, 0% apple peel powder.

### GO functional annotation

The GO functional annotation results showed that dietary supplementation with APP affected the biological processes, cellular components, and molecular functions of tilapia. 

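Gene sets were drawn up for the processes named in the paper, and tested with camera from limma (inter-gene correlation 0.01, Benjamini-Hochberg adjustment over 14 sets) for a shift of their log2 fold changes against the other genes. The paper instead tested whether its DE genes were over-represented in GO terms and KEGG pathways. A set with genes changed in both directions can pass that test and show no shift, so the results answer different questions. In APP_A vs. C the Fatty acid beta-oxidation set (30 genes, 7 of them higher in APP_A) had a mean log2 fold change of -0.12 and an adjusted p of 0.700. The Fatty acid biosynthesis set (18 genes, 13 higher) had a mean of 0.37 and an adjusted p of 0.146, which was 0.0242 with only the 2 groups compared in the fit and 0.0341 without APP_H1. The Glycogen metabolism set (23 genes, 11 higher) had a mean of 0.04 and an adjusted p of 0.773. The Response to virus set (21 genes, 2 higher) had a mean of -0.43 and an adjusted p of 0.146. Its value in the C libraries ran from 3.08 in C2 to 5.14 in C3, more than the difference between the groups, and the mean log2 fold change was -0.88 without C2, 0.15 without C3, -0.69 without APP_A1 and -0.25 without APP_A3. The adjusted p of the Response to virus set was 1.5e-04 without C2 and 0.0293 without APP_A1. The means of the beta-oxidation and Glycogen metabolism sets also moved by over 1.5 times in fits that left out a library, from -0.23 without C3 to -0.013 without C2 and from -0.022 without C3 to 0.10 without C2.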

Compared with the C group, the APP_A group had DE genes in biological processes of fatty acid beta-oxidation, fatty acid biosynthetic process, glycogen metabolic process, and response to virus. 

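Of the 21 Response to virus genes, 14 were higher in APP_H than in C, with a mean log2 fold change of 0.31 and an adjusted p of 0.307 from camera in limma. The set stood at 3.56 in APP_H1, 4.85 in APP_H2 and 4.42 in APP_H3, which lies inside the range of the C libraries, and its mean log2 fold change was -0.14 without C2 and 0.89 without C3, the latter with an adjusted p of 0.0013. The mean was 0.66 without APP_H1 and 0.022 without APP_H2. The Inflammatory response set had 31 of 47 genes higher, a mean of 0.26 and an adjusted p of 0.0111. It stood at 2.98 in APP_H1, 3.68 in APP_H2 and 3.13 in APP_H3 against 2.90 to 3.13 in the C libraries. Without APP_H2 its mean was 0.053 with an adjusted p of 0.477, and without APP_H1 it was 0.41.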

The APP_H group had DE genes in biological processes of response to virus, response to stimulus, innate immune response, and inflammatory response (S1 Fig).

### KEGG pathway significant enrichment analysis

The specific signaling pathways enriched with DE genes were identified using tools at the KEGG database. The APP_A group had five pathways with significant enrichment of DE genes compared with the C group: PPAR signaling pathway, phagosome, cell adhesion molecules, biosynthesis of unsaturated fatty acids, and antigen processing and presentation (Fig 6). 

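In APP_A vs. C the PPAR signalling set (51 genes, 28 higher) had a mean log2 fold change of 0.18 and an adjusted p of 0.700 from camera in limma, with a mean of 0.11 without C3. The mean rested on apoa1a, listed at 0 in the C libraries and in APP_A2 and at an FPKM of 30624 and 43942 in APP_A1 and APP_A3. Without this gene, a removal chosen after its values were seen, the mean was -0.023 over 50 genes with an adjusted p of 0.773. The Phagosome set (68 genes, 33 higher) had a mean of -0.04 and an adjusted p of 0.879, and its mean ranged from -0.07 without APP_A1 to 0.0081 without C3. For Biosynthesis of unsaturated fatty acids (16 genes, 11 higher) the mean was 0.24 with an adjusted p of 0.606, and it was 0.16 without APP_A2. The Antigen processing and presentation set (32 genes, 12 higher) had a mean of -0.11 and an adjusted p of 0.776, with means from -0.19 without C2 to -0.03 without C3. Cell adhesion molecules were not analysed here. In this comparison 1 of the 14 sets passed, the Endoplasmic reticulum chaperones (39 genes, 29 higher), with a mean of 0.25 and an adjusted p of 0.0078. APP_A2 and APP_A3 stood at 5.13 and 5.21 and APP_A1 at 4.22, against 4.29 to 4.78 in the C libraries. The adjusted p of the chaperones was 0.579 without APP_A2, 0.648 without APP_A3 and 0.319 without C2, with means of 0.11, 0.069 and 0.093. The mean was 0.57 without APP_A1, 0.32 without C1 and 0.34 without C3.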

There were multiple pathways enriched with DE genes in the APP_H group compared with the C group. 

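Compared with C, in APP_H the PPAR signalling set had 12 of 51 genes higher, a mean log2 fold change of -0.58 and an adjusted p of 0.0061 from camera in limma. It stood at 3.39 in APP_H3, and at 5.30 in APP_H1 and 4.80 in APP_H2 against 4.93 to 5.17 in the C libraries. Without APP_H3 the mean was -0.03 and the adjusted p 0.932, and without APP_H1 the mean was -0.98. The Phagosome set had 44 of 68 genes higher, a mean of 0.14 and an adjusted p of 0.0354, and it was 3.76, 4.03 and 3.91 in APP_H1, APP_H2 and APP_H3 against 3.70 to 3.85 in the C libraries. The adjusted p of the Phagosome set was 0.0533 without C1, 0.0611 without C2, 0.117 without APP_H2 and 0.213 without APP_H3, and its mean was 0.076 without APP_H2 and 0.21 without APP_H1. The Natural killer cell mediated cytotoxicity set had 35 of 44 genes higher, a mean of 0.28 and an adjusted p of 0.0044, with an adjusted p of 0.0746 and a mean of 0.17 without APP_H2 and a mean of 0.43 without APP_H1. The B-cell receptor signalling set had 38 of 54 genes higher, with the same rounded mean and adjusted p as the natural killer set, and it was 2.54 in APP_H1, 2.83 in APP_H2 and 2.92 in APP_H3 against 2.41 to 2.57 in the C libraries. Viral myocarditis was not analysed here.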

The top five enriched pathways were viral myocarditis, PPAR signaling pathway, phagosome, natural killer cell-mediated cytotoxicity, and B-cell-receptor signaling pathway. Thus, the pathways enriched in GIFT fed on diets including APP at different levels were mainly involved in the regulation of cellular immunity and fat metabolism.

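The paper reads the pathways enriched among its DE genes at both APP levels as belonging mainly to cellular immunity and fat metabolism. Of the 14 sets, 8 had an adjusted p under 0.05 from camera in limma in APP_H vs. C. Besides the PPAR, Phagosome, natural killer, B-cell receptor and inflammatory sets, these were Biosynthesis of unsaturated fatty acids (mean log2 fold change -1.19, 0 of 16 genes higher, adjusted p 0.0019), beta-oxidation (-0.73, 1 of 30 genes higher, adjusted p 3.3e-05) and the chaperones (-0.62, 11 of 39 genes higher, adjusted p 0.0019). Without APP_H3 the count was 4, of which 3 were the B-cell receptor, natural killer and inflammatory sets and 1 was Cholesterol biosynthesis, not among the 8. Cholesterol biosynthesis stood at 5.46 in APP_H1 and at 4.40 in APP_H2, against 3.69 to 4.52 in the C libraries. Without APP_H3 the means of the fatty acid, beta-oxidation and chaperone sets were -0.33, -0.17 and -0.28 with adjusted p values of 0.350, 0.120 and 0.213. Without APP_H1 the first 2 means were -1.87 and -1.14. Without APP_H2 the count was 5, and with only genes of an FPKM of at least 5 in 3 libraries it was 3. With fry, or with an inter-gene correlation estimated from the data, 0 of the 14 sets had an adjusted p under 0.05 in APP_A vs. C or APP_H vs. C, so no call of camera held under either. At an unadjusted p under 0.05, fry gave 0 sets in APP_A vs. C and 1 in APP_H vs. C, and camera with estimated correlation gave 0 in both.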

**Fig 6:**
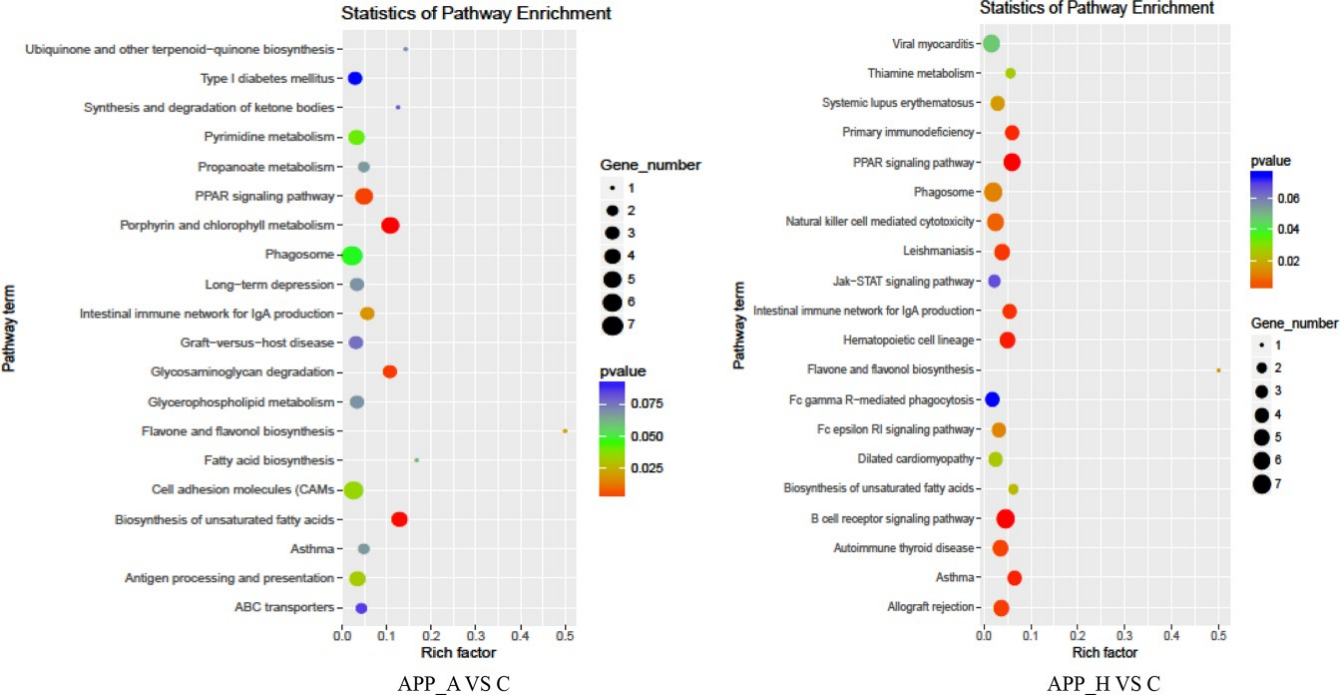
KEGG pathway enrichment analysis of differentially expressed genes (corrected *P*-value < 0.05) in APP_A *vs*. C and APP_H *vs*. C group comparisons. APP_A: 0.2% apple peel powder; APP_H: 0.8% apple peel powder; C: control group, 0% apple peel powder.

### Validation of DE genes

The seven DE genes common to all group comparisons were further analyzed by qRT-PCR. The trends in their expression as detected by qRT-PCR (Fig 7) were basically consistent with the RNA-seq results (Table 7). 

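The genes were tested across the 3 groups of RNA-seq libraries with an exact permutation test of the F statistic on log2(FPKM + 1), over every grouping of the 9 libraries into 3 groups of 3, whose smallest possible p is 0.0036. Of the 12 loci tested, 0 had a p under 0.05 adjusted over the list alone and 1 had an unadjusted p under 0.05. The authors chose the list on these libraries, so it is not independent evidence. The lowest unadjusted values were p = 0.0357 for tlr2, p = 0.0571 for lpl, p = 0.0607 for hsp90b1 and p = 0.0679 for rela in this exact permutation test. The lowest adjusted p over the list was 0.204, and it was 0.0429 for fads2 copy 2 without APP_H1, the only fit that left out a library in which a locus passed. Over all genes tested, limma's adjusted p for these loci was 0.392 or higher in each of the 3 comparisons.

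**Figure D2:**
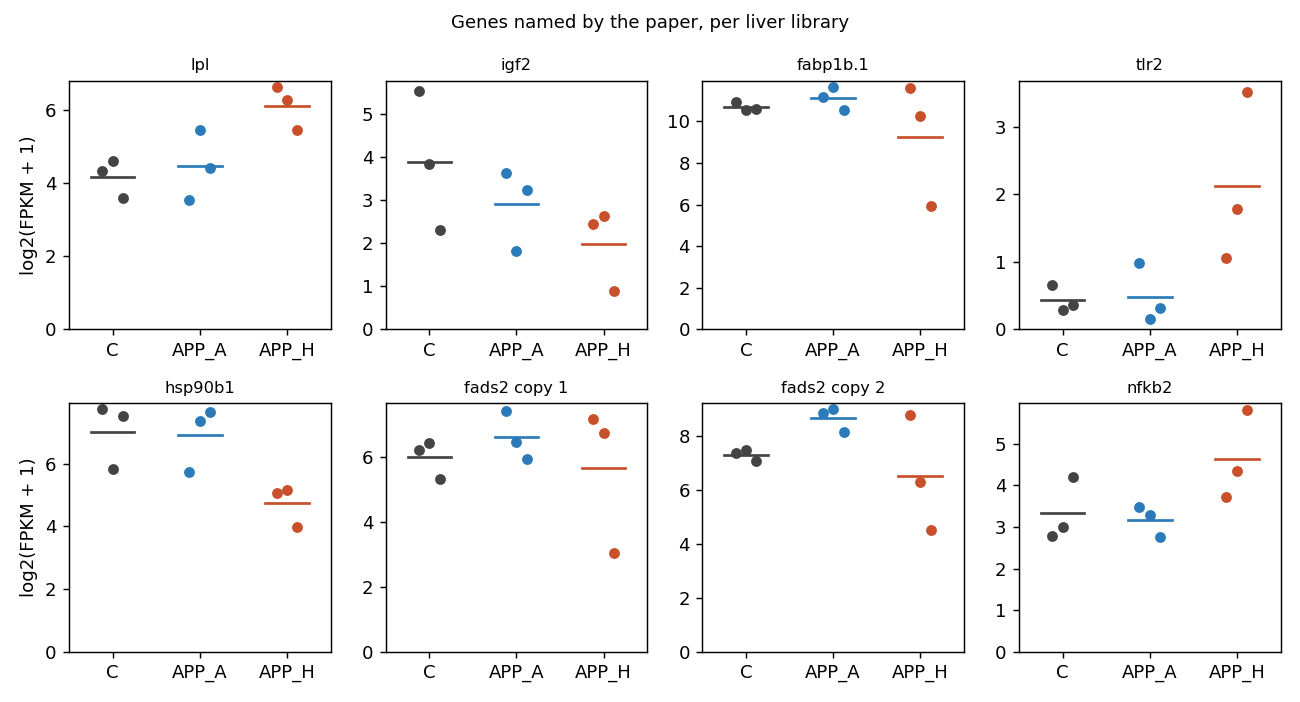
Log2(FPKM + 1) of 8 loci that carry or stand for names in the paper, by group. Each point is 1 library in the order of its replicate number and each line is the group mean (n = 3 libraries); in APP_H the libraries are all above those of C for lpl and tlr2 and all below them for hsp90b1.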

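In the RNA-seq libraries, igf2 had an FPKM of 7.45 ± 4.53 (SD, n = 3) in APP_A and 20.7 ± 21.6 (SD, n = 3) in C, a log2 fold change of -0.99 (standard error 0.90) that was -0.16 without C1, -0.44 without APP_A2 and -1.78 without C3. For fabp1b.1 the FPKM was 2345 ± 876 and 1654 ± 243, a log2 fold change of 0.44 (standard error 1.31) that ranged from 0.17 without APP_A2 to 0.74 without APP_A3, and fabp10a had a log2 fold change of -0.012, from -0.23 without C2 to 0.29 without C1. The FPKM of tlr2 was 0.443 ± 0.461 in APP_A and 0.360 ± 0.193 in C, a log2 fold change of 0.049 (standard error 0.59) that ranged from -0.20 without APP_A1 to 0.22 without APP_A2. For lpl it was 24.7 ± 16.6 and 17.9 ± 6.32, a log2 fold change of 0.30 (standard error 0.59) that was -0.20 without APP_A2, 0.0045 without C3, 0.52 without C2 and 0.76 without APP_A1. The values of hsp90b1 were 51.6, 163 and 199 in the APP_A libraries and 212, 56.0 and 180 in the C libraries in the order of their numbers, a log2 fold change of -0.12 (standard error 0.74) that ranged from -0.71 without C2 to 0.48 without APP_A1. NFKB1, nfkb2, rel and rela had log2 fold changes of -0.11, -0.15, -0.26 and -0.030. NFKB1 ranged from -0.34 without APP_A1 to 0.071 without APP_A2, nfkb2 from -0.42 without C1 to 0.28 without C3, rel ranged from -0.44 without APP_A1 to -0.13 without APP_A2, and rela from -0.13 without APP_A3 to 0.12 without APP_A2. For fads2 copy 2 the FPKM was 421 ± 121 in APP_A and 160 ± 22.7 in C, a log2 fold change of 1.35 (standard error 0.98), and each APP_A library was above each C library, which gives p = 0.10 in an exact permutation test, the smallest that 3 libraries against 3 allow. For fads2 copy 1 the log2 fold change was 0.63, and it was 0.22 without APP_A1, 0.29 without C3 and 0.96 without APP_A3. Limma's adjusted p in APP_A vs. C was 1 for each of these loci.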

Appropriate supplementation with APP (APP_A group) promoted the expression of *IGF-2*, *FABP2*, and *TLR2* in the liver, and decreased the expression of *LPL*, *HSP90b1*, and *NF-κB*. Excessive supplementation of APP (APP_H group) significantly inhibited the expression of *IGF-2* and *FABP2*, and stimulated the expression of *FADS2*, *HSP90b1*, and *NF-kB*.

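In APP_H the RNA-seq libraries had an FPKM of 72.9 ± 28.4 (SD, n = 3) for lpl, a log2 fold change against C of 1.95 (standard error 0.59), and of 27.3 ± 11.0 for hsp90b1, a log2 fold change of -2.29 (standard error 0.74). The APP_H libraries of lpl were between 42.7 and 99.2 and the C libraries between 11.1 and 23.6. Those of hsp90b1 were between 14.7 and 35.0 in APP_H and between 56.0 and 212 in C. The FPKM of tlr2 was 1.08, 2.44 and 10.4 in APP_H1, APP_H2 and APP_H3 against 0.220 to 0.580 in C, a log2 fold change of 1.68 (standard error 0.59) that was 0.99 without APP_H3. These 3 genes and rela did not overlap between APP_H and C, and chance gives this for 10% of genes. In this comparison 3 libraries against 3 cannot give an exact permutation p below 0.10. For igf2 the FPKM was 3.49 ± 2.32, a log2 fold change of -1.90 (standard error 0.90) that was -1.07 without C1, and the groups overlapped. The FPKM of fabp1b.1 was 3177, 1214 and 59.1 in the APP_H libraries in the order of their numbers, a log2 fold change of -1.42 (standard error 1.31) that was 0.26 without APP_H3 and -2.60 without APP_H1. For fabp10a the log2 fold change was -1.44, and it was -0.015 without APP_H3 and -2.61 without APP_H1. For fads2 copy 1 and copy 2 the log2 fold changes were -0.34 and -0.78, and without APP_H3 they were 0.96 and 0.22, while without APP_H1 they were -1.09 and -1.91. NFKB1 had a log2 fold change of 0.22, from 0.094 without APP_H3 to 0.36 without APP_H1, and nfkb2 had 1.30, which was 0.70 without APP_H3. For rel it was 0.70, from 0.44 without APP_H3 to 1.21 without APP_H1. The FPKM of rela was 22.6, 21.7 and 23.0 in the APP_H libraries against 18.7, 16.6 and 14.4 in the C libraries, a log2 fold change of 0.42 (standard error 0.29). The adjusted p from limma in APP_H vs. C was 0.504 or higher for each of these loci.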

**Fig 7:**
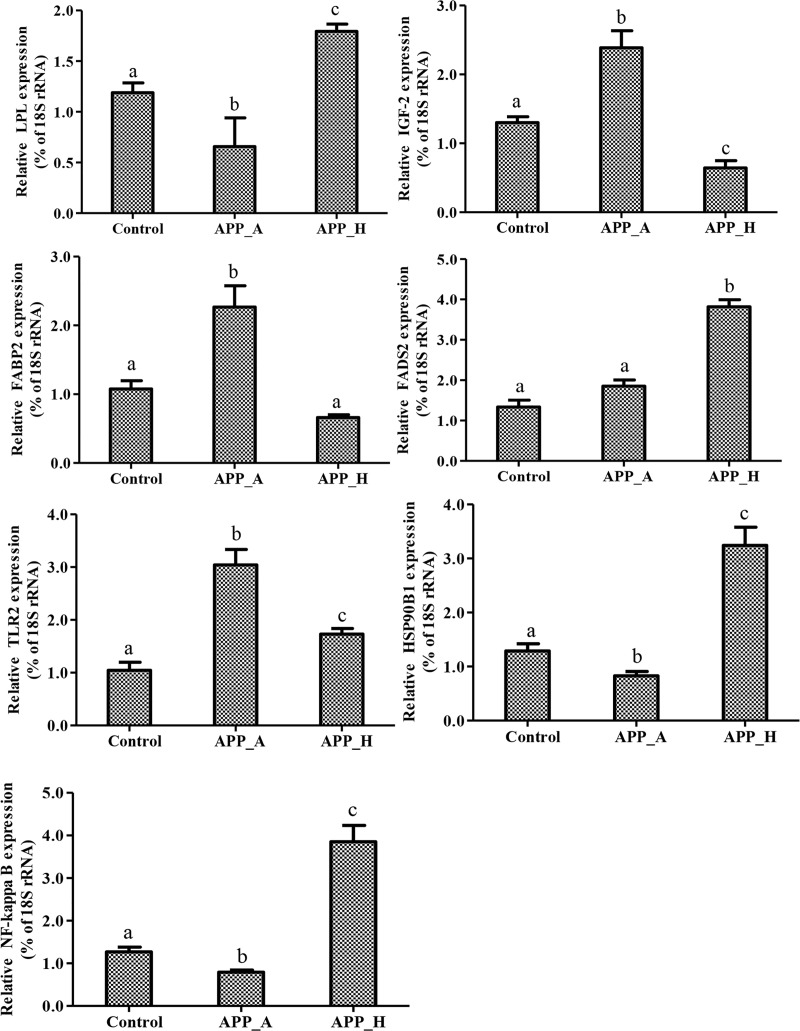
Validation of seven differentially expressed genes in APP_A, APP_H, and C groups by qRT-PCR. Data were analyzed by one-way analysis of variance. Differences between two groups were compared using Duncan's multiple range test (significance at *P* < 0.05). Different lowercase letters show significant differences among different treatment groups. APP_A: 0.2% apple peel powder; APP_H: 0.8% apple peel powder; C: control group, 0% apple peel powder.

**Table 7:** Relative gene expression levels of seven differentially expressed genes in APP_A *vs*. C and APP_H *vs*. C comparisons as estimated from mRNA-Seq data.

Gene abbreviation	Gene description	RNA-seq			
		Log2 (fold_change)	Regulation (APP_A *vs*. C)	Log2 (fold_change)	Regulation (APP_H *vs*. C)
LPL	lipoprotein lipase	-1.67	down	2	up
IGF-2	insulin-like growth factor 2	1.85	up	-2.57	down
FABP2	liver-type fatty acid-binding protein	1.66	up	-2.66	down
TLR2	toll-like receptor 2	3.62	up	1.95	up
HSP90b1	heat shock protein 90 beta family member 1	-1.47	down	2.45	up
FADS2	Fatty acid desaturase 2	1.37	up	3.64	up
NF-κB	nuclear factor κappa B	-1.99	down	2.94	up

APP_A: 0.2% apple peel powder; APP_H: 0.8% apple peel powder; C: control group, 0% apple peel powder

## Discussion

In this study, dietary supplementation with 0.2% APP promoted the growth of GIFT and reduced its FCR. The high dietary fiber content in APP may have had a positive effect on fish health. Studies have shown that fiber supplementation in the diet helps to reduce the energy concentration in food. This allows the body to increase the retention time of food and provides a greater absorption area for nutrients, which are beneficial for other physiological responses that promote growth and development [30]. However, excessive dietary fiber may damage intestinal structure or interact with minerals in the diet, and reducing the efficiency of nitrogen and energy use [31]. This may explain the significantly inhibited growth of GIFT in the 0.8% APP group.

The liver is an important organ for storing fat, and an increase in liver fat content leads to an increase in HSI. In this experiment, compared with GIFT in the C group, those in the 0.2% APP and 0.4% APP groups showed significantly decreased TG and TC levels in liver and serum, and decreased HSI and VSI. These changes may have been related to the functional components of APP. The abundance of dietary fiber in APP can affect metabolism, for example, by stimulating lipid peroxidation and inhibiting fat production in the liver, and by promoting the oxidation of fatty acids in muscles, thereby reducing the accumulation of body fat [32]. The dietary fiber in APP has been shown to reduce plasma sugar and lipid levels in mice under high-fat stress [33]. Foods that are high in fat and cholesterol can increase the concentrations of TC, LDL, and TG in the plasma of mice, and decrease the concentration of high-density lipoprotein (HDL), thereby inducing hypercholesterolemia. However, diseased mice fed dietary fiber from apples showed decreased TC, LDL, and TG levels in plasma, increased HDL, and a reduced risk of cardiovascular disease [33]. The triterpenoids in APP may also alleviate liver fat deposition to some extent. For example, the triterpenoids from *Cyclocarya paliurus* were shown to have a therapeutic effect on nonalcoholic fatty liver disease, by reducing the FFA-induced lipid accumulation in HepG2 cells and reducing the TG content, leading to a decrease in cellular oxidative damage [32]. The activities of serum AST and ALT are indicators of stress. These enzymes showed significantly higher activities in the APP_H group than in the other groups. In addition, the high concentration of FFAs in liver tissue in the APP_H group may have caused severe cytotoxicity, which can lead to hepatocyte damage and the induction of abnormal lipid metabolism [34,35]. This may have contributed to the growth inhibition of GIFT in the APP_H group.

In recent years, transcriptomic analyses have been increasingly used in the fields of immunization, development, and nutrition of aquatic animals. In this experiment, APP_A, APP_H, and C groups were selected for transcriptome analyses to investigate the DE genes and differentially regulated pathways in GIFT fed APP at different levels. Compared with GIFT in the C group, those in the APP_A group had 693 DE genes, of which 285 were upregulated and 408 were downregulated. Seven DE genes were detected in all comparisons among the C, APP_A, and APP_H groups. The results of the GO and KEGG analyses showed that DE genes in APP_A *vs*. C were particularly associated with glucose and lipid metabolism, and immunological regulation; however, the DE genes in APP_H *vs*. C were particularly associated with various immune responses and cell signaling pathways. These findings indicate that abnormal immune stress and signal transduction in the APP_H group may have affected the liver’s metabolic function, leading to inhibition of GIFT growth.

Dietary supplementation with flavonoids or organic acids can help to improve disordered fat metabolism in mice and prevent hyperlipidemia [36,37]. For instance, total flavonoids from *Ligustrum lucidum* were shown to have a beneficial regulatory effect on lipid metabolism disorder in rats in a high-fat model, possibly via regulation of the PPARα-LPL pathway and HMGCR expression [36]. In addition, the total organic acids of *Armeniaca sibirica* were shown to increase the concentration of HDL-C, decrease TG activity, and reduce the serum lipid levels in hyperlipidemic rats, thus reducing blood fat [37]. The flavonoids and organic acids in APP may have played similar roles in GIFT in this study. The liver is an important organ for lipid metabolism in animals, and its lipid metabolic balance is regulated by various factors. The enzyme LPL is mainly synthesized in adipose tissue, the myocardium, and muscle. Its main physiological function is to decompose TG into VLDL, and also to promote the transfer of TC and phospholipids between lipoproteins [38]. Increased LPL activity can affect the levels of serum TC and TG [38]. The higher *LPL* expression levels in the C and APP_H groups may have been related to increased contents of TG and FFAs in the liver. Increased LPL activity increases the decomposition of TG in chylomicrons and VLDL into FFAs, which are then transported to other tissues via the blood to promote lipid synthesis or supply oxidative energy. The high LPL expression levels in the C group may have increased the deposition of fat droplets in the liver. Interestingly, the levels of TC and TG in serum and liver were significantly lower in the APP_H group than in the C group. Therefore, the high LPL expression level in the APP_H group may have been related to the supply of oxidative energy during the immune response and the alleviation of liver stress injury.

FABP2 is a fatty acid binding protein expressed in the liver. It affects fat transport in cells, fat metabolism, and lipid synthesis, and regulates the metabolism of bile acids and TC by long-chain fatty acid-dependent proteins [39]. In another study, mice with knocked-out *FABP2* showed significantly inhibited synthesis of TC and fat oxidation in the liver during fasting, compared with mice in the control group [40]. In addition, a high-fat diet was shown to upregulate the expression of *FABP2* in mouse liver; FABP2 promoted fatty acid transport and alleviated damage caused by high-fat stress [41]. Some aspects of metabolic regulation may be conserved between mammals and aquatic animals. In this study, APP_A stimulated *FABP2* expression in GIFT liver, increased β-oxidation activity and the content of unsaturated fatty acids, and helped to improve the immune response and reduce fat deposition. However, the expression level of *FABP2* in GIFT liver was significantly reduced in the APP_H group, which may have been indicative of liver damage, toxic effects of FFAs, and reduced transport of FFAs from the liver [42].

Polyunsaturated fatty acids (PUFAs) in aquatic animals can be further converted into long-chain PUFAs by a series of dehydrogenation and prolongation reactions catalyzed by fatty acid desaturase (Fad) and elongase [43]. As important membrane components, long-chain PUFAs maintain the fluidity of the cell membrane, thus ensuring the normal physiological function of cells. They can also esterify TC and reduce the TC and TG levels in blood [44]. In our study, the APP_A group showed increased expression of *FADS2*; this may have helped to protect the integrity of the cell membrane and reduce fat deposition in serum. The integrity of liver cell membranes was impaired in the APP_H group. In this group, therefore, elevated *FADS2* expression was insufficient to maintain cell membrane integrity.

Adipose tissue is not only a passive tissue involved in fuel storage and tissue organ filling, but also a huge endocrine system. It secretes a variety of factors that are actively involved in regulating the neuro-endocrine-immune network. Abnormal fat cell differentiation can cause excessive fat accumulation, which in turn leads to endocrine dysfunction of fat cells, and causes the development of insulin resistance and type II diabetes [45]. Recent studies have found that IGF-2 is closely related to diseases of glucose metabolism and fat metabolism in mammals. The overexpression of IGF-2 has been shown to increase incidence of obesity and diabetes [46]. Other studies found that the concentration of IGF-2 was positively correlated with the body weight of pigs during growth, and that increasing concentrations of IGF-2 in plasma were related to increased thickness of backfat [47]. Moreover, when IGF-2 was injected into 4-week-old broilers (0.5 mg/kg), it directly or indirectly caused a change in plasma T3 content and affect the deposition of abdominal fat [48]. In addition, male rats fed a diet supplemented with soy isoflavones showed increased blood IGF activity, which promoted the utilization and decomposition of fat and induced protein synthesis [49]. In this experiment, flavonoids in APP may have stimulated IGF-2 expression in the APP_A group. High levels of IGF-2 may increase fatty acid synthesis and fat storage, promote protein synthesis, and accelerate fish growth. However, the APP_H group showed abnormal metabolism and glucose and fat synthesis, as well as disordered glucose/fat utilization, alongside decreased *IGF-2* expression in liver tissue.

The TLR can initiate innate immunity by recognizing pathogens, and can initiate acquired immunity through signaling. Thus, TLR plays an important role in the body’s immune defense [14]. Flavonoids exert immunomodulatory effects by regulating TLR signaling pathways, particularly the expression of TLR2 and TLR4. Baicalin and quercetin are rich in flavonoids. Baicalin has been shown to reduce the expression of TLR2, TLR4, and MyD88 proteins in rats with renal ischemia–reperfusion injury [50]. Quercetin was shown to reduce the expression of high mobility group box 1 (HMGB1) and the mRNA and protein levels of TLR2 and TLR4 in liver tissues of mice with hepatitis [51]. The flavonoids in APP may have increased the expression level of *TLR2* to stimulate the immune defense response in GIFT. However, the high FFA content in the APP_H group may have acted synergistically with TLR2, inducing an inflammatory response [52].

The GO and KEGG analyses showed that, in the APP_H group, immune and inflammatory response pathways were affected in the GIFT liver. NF-κB is a key factor regulating the transcription of cellular genes. Under normal conditions, it binds to NF-κB inhibitory protein (inhibitor of NF-κB: IκB) and becomes inactive. After stimulation, the IκB kinase (IKK) complex is activated. IκB phosphorylates and dissociates from NF-κB, and the activated NF-κB is transported into the nucleus where it directly initiates and regulates the transcription of genes related to the immune response, cytokines, and adhesion molecules [53]. Flavonoids in baicalin were shown to promote the expression of phosphorylated NF-κB (p-NF-κB) and phosphorylated IκB (p-IκB) proteins in rats with renal ischemia–reperfusion injury, leading to the regulation of immune inflammatory responses [50]. In diabetic mice with myocarditis, the flavonoids in liquiritigenin significantly reduced the secretion of inflammatory cytokines and the phosphorylation level of NF-κB by inhibiting the nuclear factor-κB inhibitor kinase α (IKK-α)/IκB-α signaling pathway [54]. Similar results were found in this study. Our results showed that the flavonoids in APP can protect the liver of GIFT, reduce fat deposition, and inhibit the expression of NF-κB, which may help reduce the secretion of pro-inflammatory cytokines. However, excessive flavonoids may be toxic to the liver. Some flavonoid molecules have similar DNA-embedded molecular structures and are potentially genotoxic and mutagenic [55]. For example, soy isoflavones have been shown to cause or promote DNA oxidative damage in cells of the reproductive system, thereby increasing tumorigenesis [56]. Therefore, the higher flavonoid intake in the APP_H group may have increased liver damage, upregulated the expression of NF-κB, and promoted inflammatory reactions in GIFT.

HSP90, as an important molecular chaperone protein, plays a key role in the development of inflammatory reactions. It has been shown to play an important pro-inflammatory role when retinal pigment epithelial cells develop an inflammatory response caused by non-bacterial infections [57]. In addition, in patients with inflammatory reactions, the expression of HSP32, HSP70, and HSP90 was significantly increased, and the expression of HSP90 was closely related to the inflammatory reaction [58]. However, taurochenodeoxycholic acid was found to inhibit HSP90 gene expression in an arthritis model, exerting an anti-inflammatory effect [59]. Our results showed that the APP_A group had well-functioning liver fat metabolism and good growth, and low levels of inflammatory response signaling factors such as HSP90b1 and NF-κB. A long-term, low-grade pro-inflammatory state of the body is one of the most important factors for obesity and insulin resistance [60]. Although the GIFT in the control group grew normally, the levels of pro-inflammatory factors NF-κB and HSP90b1 in the liver were significantly higher than those in the APP_A group, and may have led to chronic inflammatory reactions, metabolic abnormalities, increased fat deposition, and the development of fatty liver.

## Conclusion

With the development and use of natural products, apple peel has attracted increasing attention. Its low price and abundance make it a suitable feed additive for aquatic animals. Our results show that appropriate dietary supplementation with APP (APP_A, 0.2%) can promote the growth of GIFT, reduce the levels of TC and TG in the serum and liver, decrease AST and ALT activities in liver tissue, improve lipid metabolism, and inhibit pro-inflammatory reactions (Fig 8). These beneficial effects may be related to the dietary fiber, flavonoids, and organic acids in APP. However, excessive supplementation with APP (APP_H, 0.8%) can lead to disordered lipid metabolism and inflammatory stress (upregulation of HSP90b1 and NF-κB) and increased liver damage. Further research is required to determine how the functional components of APP exert their effects to improve fatty liver, glycolipid metabolism, and inflammatory factors in GIFT.

**Fig 8:**
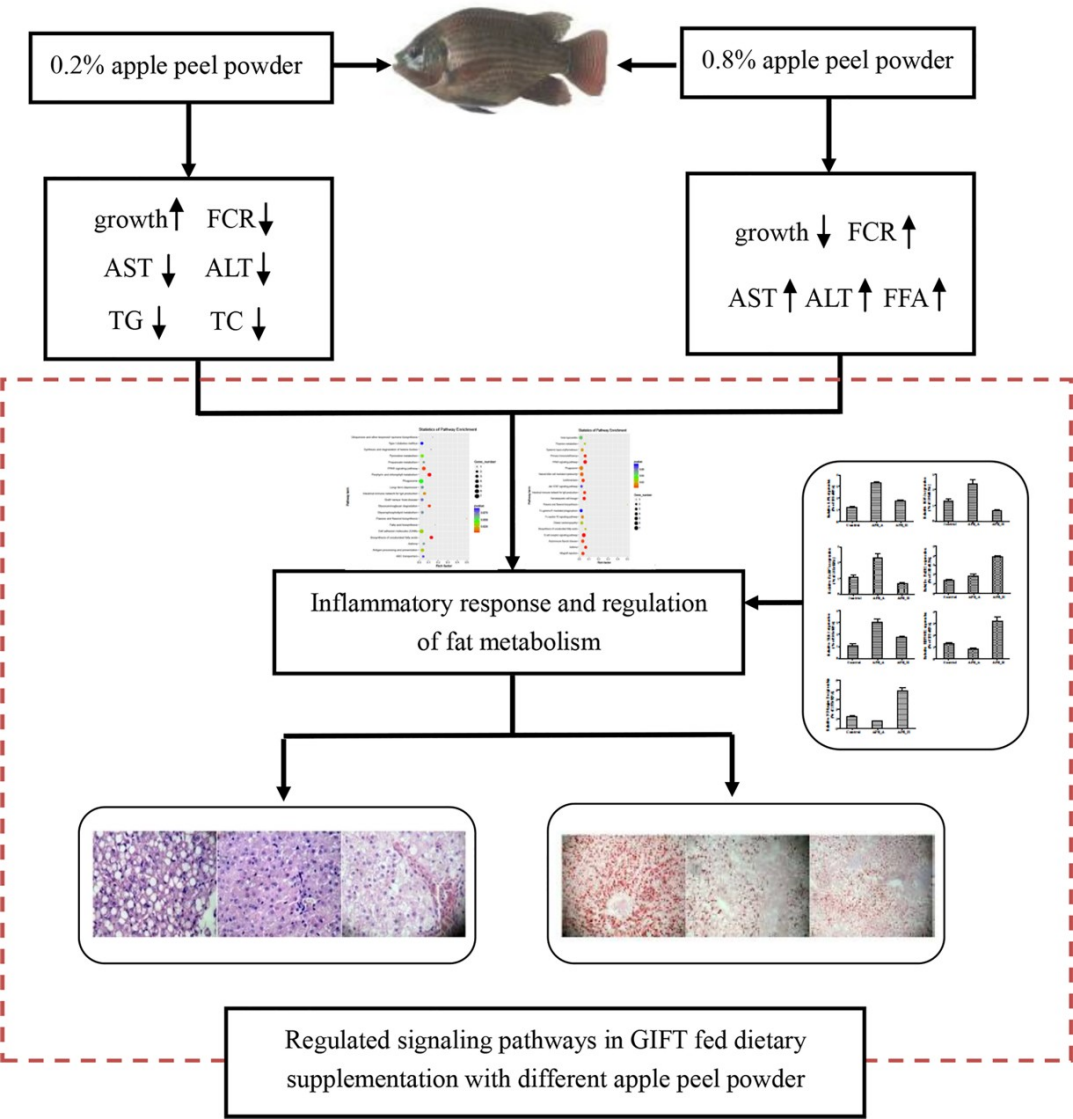
Pathways related to inflammatory response and fat metabolism in GIFT (*Oreochromis niloticus*) potentially affected by apple peel powder in feed.

## Supporting information

S1 Fig GO functional annotation of differentially expressed genes (corrected *P*-value < 0.05) in APP_A *vs*. C and APP_H *vs*. C group comparisons. (DOCX) Click here for additional data file.

S1 Table Summary of read data aligned with *Oreochromis_niloticus* transcriptome. (DOCX) Click here for additional data file.

S2 Table Exonic rates (%) in APP_A, APP_H, and C libraries as determined from mRNA-seq data. (DOCX) Click here for additional data file.

# Supplementary material for: Effects of dietary supplementation with apple peel powder on the growth, blood and liver parameters, and transcriptome of genetically improved farmed tilapia (GIFT, Oreochromis niloticus)
**Source:** PLoS One. 2019 Nov 12;14(11):e0224995. doi: 10.1371/journal.pone.0224995
**Supplement:** S1 Fig

Effects of dietary supplementation with apple peel powder on the growth, blood and liver parameters, and transcriptome of genetically improved farmed tilapia (GIFT, *Oreochromis niloticus*)

Jun Qiang^1*^, Omyia Ahmed Mohamed Khamis^1^, Huo Jin Jiang^2^, Zhe Ming Cao^1^, Jie He^1^, Yi Fan Tao^1^, Pao Xu^1*^

Jin Wen Bao^1^

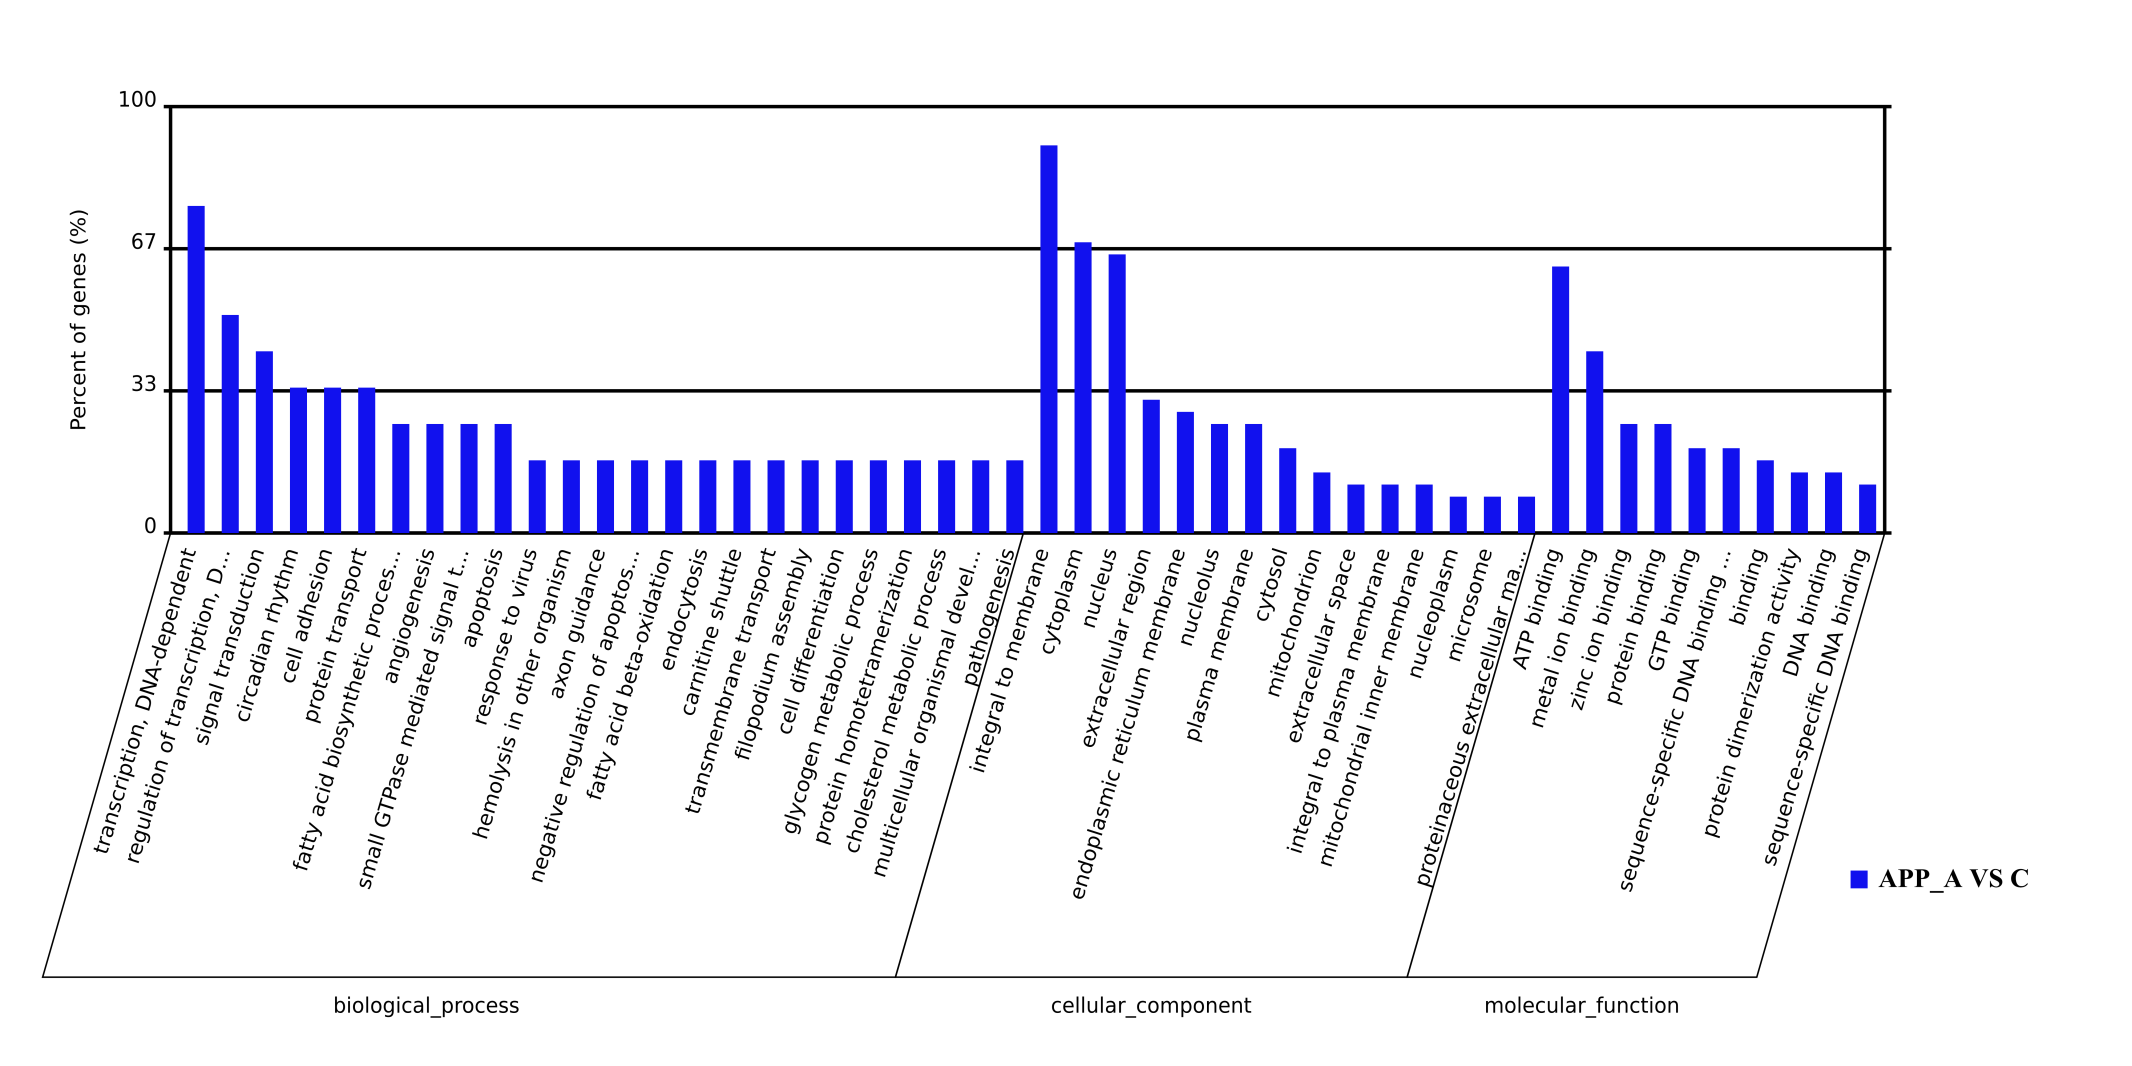

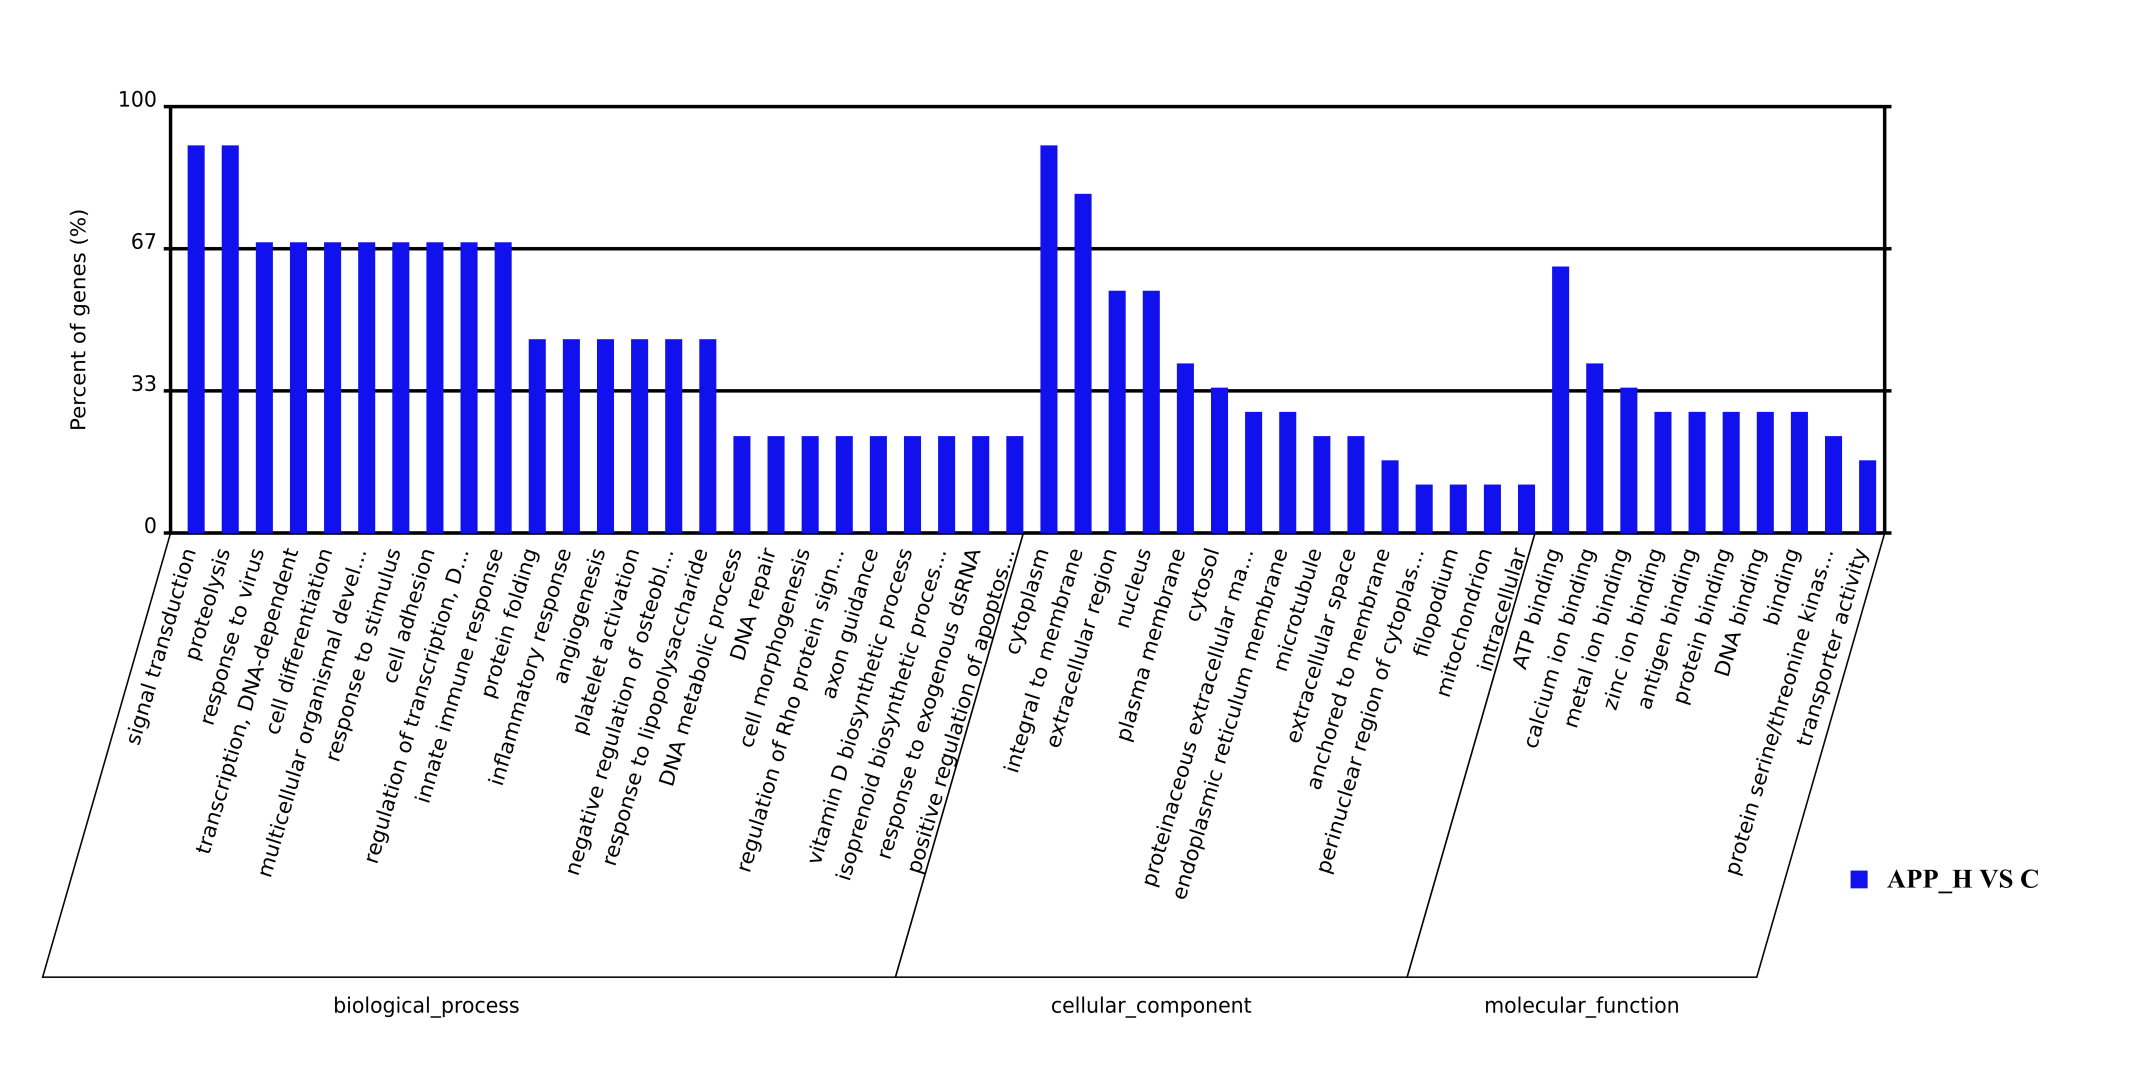

Figure S1. GO function annotation of the differentially expressed genes (corrected *P*-value<0.05) in APP_A VS C and APP_H VS C groups comparisons.

# Supplementary material for: Effects of dietary supplementation with apple peel powder on the growth, blood and liver parameters, and transcriptome of genetically improved farmed tilapia (GIFT, Oreochromis niloticus)
**Source:** PLoS One. 2019 Nov 12;14(11):e0224995. doi: 10.1371/journal.pone.0224995
**Supplement:** S1 Table

Effects of dietary supplementation with apple peel powder on the growth, blood and liver parameters, and transcriptome of genetically improved farmed tilapia (GIFT, *Oreochromis niloticus*)

Jun Qiang^1*^, Omyia Ahmed Mohamed Khamis^1^, Huo Jin Jiang^2^, Zhe Ming Cao^1^, Jie He^1^, Yi Fan Tao^1^, Pao Xu^1*^

Jin Wen Bao^1^

**Additional file 1: S1 Table.** Summary of read data aligned with *Oreochromis_niloticus* transcriptome

| Sample | APP_A1 | APP_A2 | APP_A3 | APP_C1 | APP_C2 |
| --- | --- | --- | --- | --- | --- |
| Valid reads | 45374664 | 57040408 | 40430496 | 48844226 | 53512740 |
| Mapped reads | 27857982(61.40%) | 35474059(62.19%) | 24377649(60.30%) | 31015020(63.50%) | 32605882(60.93%) |
| Unique Mapped reads | 27223513(60.00%) | 34783921(60.98%) | 23814120(45.80%) | 30365348(62.17%) | 31903332(59.62%) |
| Multi Mapped reads | 634469(1.40%) | 690138(1.21%) | 563529(1.08%) | 649672(1.33%) | 702550(1.31%) |
| PE Mapped reads | 10931749(24.09%) | 14032424(24.60%) | 9642941(18.55%) | 12213331(25.00%) | 12576911(23.50%) |
| Mapped left reads | 14957954(32.97%) | 19045619(33.39%) | 13081453(25.16%) | 16695113(34.18%) | 17683208(33.04%) |
| Mapped right reads | 12900028(28.43%) | 16428440(28.80%) | 11296196(21.73%) | 14319907(29.32%) | 14922674(27.89%) |
| Reads map to sense strand | 13688640(30.17%) | 17517465(30.71%) | 11989511(23.06%) | 15337127(31.40%) | 16140229(30.16%) |
| Reads map to antisense strand | 13534873(29.83%) | 17266456(30.27%) | 11824609(22.74%) | 15028221(30.77%) | 15763103(29.46%) |
| Non-splice reads | 11741046(25.88%) | 14866380(26.06%) | 9300128(17.89%) | 12984919(26.58%) | 14102778(26.35%) |
| Splice reads | 15482467(34.12%) | 19917541(34.92%) | 14513992(27.91%) | 17380429(35.58%) | 17800554(33.26%) |

| Sample | APP_C3 | APP_H1 | APP_H2 | APP_H3 |
| --- | --- | --- | --- | --- |
| Valid reads | 49111518 | 47660140 | 62293208 | 51294450 |
| Mapped reads | 29847539(60.78%) | 31551102(66.20%) | 38937856(62.51%) | 31822452(62.04%) |
| Unique Mapped reads | 29262462(59.58%) | 30945936(57.28%) | 38120532(61.20%) | 31473474(61.36%) |
| Multi Mapped reads | 585077(1.19%) | 605166(1.12%) | 817324(1.31%) | 348978(0.68%) |
| PE Mapped reads | 11595784(23.61%) | 11570525(21.42%) | 15729328(25.25%) | 13222368(25.78%) |
| Mapped left reads | 16099610(32.78%) | 18061234(33.43%) | 20622214(33.11%) | 16848422(32.85%) |
| Mapped right reads | 13747929(27.99%) | 13489868(24.97%) | 18315642(29.40%) | 14974030(29.19%) |
| Reads map to sense strand | 14772849(30.08%) | 15774297(29.20%) | 19143089(30.73%) | 15737646(30.68%) |
| Reads map to antisense strand | 14489613(29.50%) | 15171639(28.08%) | 18977443(30.46%) | 15735828(30.68%) |
| Non-splice reads | 12744116(25.95%) | 12684789(23.48%) | 17449844(28.01%) | 13476627(26.27%) |
| Splice reads | 16518346(33.63%) | 18261147(33.80%) | 20670688(33.18%) | 17996847(35.09%) |

# Supplementary material for: Effects of dietary supplementation with apple peel powder on the growth, blood and liver parameters, and transcriptome of genetically improved farmed tilapia (GIFT, Oreochromis niloticus)
**Source:** PLoS One. 2019 Nov 12;14(11):e0224995. doi: 10.1371/journal.pone.0224995
**Supplement:** S2 Table

**Additional file 1: S2 Table.** Exonic rates (%) of APP_A, APP_H and C libraries regarding the mRNA-seq experiments

| Samples | APP_A1 | APP_A2 | APP_A3 | APP_C1 | APP_C2 | APP_C3 | APP_H1 | APP_H2 | APP_H3 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| exon | 89.2 | 90.04 | 90.84 | 90.03 | 90.02 | 89.91 | 90.49 | 88.65 | 91.38 |
| intron | 4.1 | 3.66 | 3.42 | 3.64 | 3.61 | 3.78 | 3.37 | 4.06 | 2.87 |
| intergenic | 6.7 | 6.3 | 5.75 | 6.33 | 6.36 | 6.32 | 6.14 | 7.3 | 5.75 |

How the deposited data were processed for this re-analysis (not part of the article)

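Liver RNA from GIFT fed diets with 0, 0.2 or 0.8% APP for 8 weeks was examined in 9 libraries, 3 per diet, each from a pool of 5 fish of 1 tank. The authors filtered the reads, aligned them with TopHat 2, assembled loci and deposited FPKM values per locus and library from Cufflinks, which are scaled by transcript length and mapped reads. The table holds 37283 loci, and each of its FPKM columns was used. The methods of the paper state that DE genes were selected with Cuffdiff, which needs the reads and was not repeated here. Libraries were grouped by the condition in their labels, in which APP is written APE. Because the table holds FPKM values and no counts, no count model was used and counting error could not be given.

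Values were transformed to log2(FPKM + 1), and 20575 genes with an FPKM of at least 1 in at least 3 libraries were kept. Limma 3.58.1 in R 4.3.3 was fitted with 1 mean per group to all 9 libraries, with an intensity trend in the prior variance, and its p values were adjusted by the Benjamini-Hochberg method within each comparison. DE genes had a |log2 fold change| of at least 1 and an adjusted p under 0.05, as in the methods of the paper. Differences are given as APP_A minus C, APP_H minus C and APP_H minus APP_A. The tests, gene lists and alternatives were fixed before the data were examined, except where another choice is stated. The rule for naming genes was to give each gene that the paper names, and in each comparison the 5 DE genes with the largest rise and the 5 with the largest fall among those that have a symbol and whose groups do not overlap.

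Gene sets for Fatty acid beta-oxidation, Fatty acid biosynthesis, Biosynthesis of unsaturated fatty acids, PPAR signalling, Glycogen metabolism, Phagosome, Antigen processing and presentation, Natural killer cell mediated cytotoxicity, B-cell receptor signalling, Response to virus and Inflammatory response, and for Endoplasmic reticulum chaperones, Cholesterol biosynthesis and Circadian clock, were written from general knowledge of these processes and matched to the symbols in the table. They are not the KEGG or GO sets. These 14 sets were tested with camera, with fry and with camera under an estimated correlation. Marker lists for Hepatocyte, Exocrine pancreas, Blood, Lymphoid cells, Myeloid cells and Vitellogenesis were written at the same time and in the same way. A further 5 lists (Thrombocytes, Connective tissue, Skeletal muscle, Kidney tubule and Intestinal epithelium) were written after the values of APP_H3 had been seen. Some genes are in several lists, such as cdh17, which was written into the Kidney tubule and Intestinal epithelium lists.

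The limma step was tested on simulated data. Of 200 genes changed by a log2 of 2 among 20575, 39 were called (19.5%) together with 5 unchanged genes, and the median estimated log2 fold change was 1.98. Of 200 genes changed by a log2 of 4, 128 were called (64%) together with 13 unchanged genes, with a median estimate of 4.05. In a simulated shift of the PPAR signalling set, camera called that set, and 1 other of the 14 sets was also called. The comparisons against C share its libraries, so 100 simulations of unchanged groups were drawn to show what sharing gives. They drew each gene independently with 1 spread for all 9 libraries, which the real libraries need not meet.

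The alternatives were pseudocounts of 0.1 and 0.01, no filter, an FPKM of at least 5 in at least 3 libraries, median-ratio scaling, quantile normalization, fits of only the 2 groups compared, the replicate number as a block, a prior variance without trend, array weights, each library left out in turn, adjusted p alone, unadjusted p with the fold change, and ratios of group mean FPKM. An alternative in which values of 0 were missing where the median of the other 8 libraries was at least 10 FPKM was chosen after seeing the data, and so was the removal of apoa1a from the PPAR signalling set and the Hepatocyte list. The estimation of the array weights stopped before it converged. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Growth, serum, histology and qRT-PCR measurements were not analysed here.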

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

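The tests in this part were chosen after the marker lists of the libraries had been seen. A list is described here where a library of fish fed APP stood above the highest C library by more than the range of the 3 C libraries, in genes that the paper does not discuss. Falls were not flagged by this rule, though some were as large. The Exocrine pancreas list was at 7.06 in APP_A2 against 8.91 to 9.92 in C. The Lymphoid cells list was at 1.94 in APP_A2 and 2.19 in APP_A3 against 2.80 to 2.97 in C. With 3 C libraries, a library can stand above all of them by chance, so single values are weak evidence.

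The Blood list was at 6.01 in APP_H3 and at 3.24 to 4.19 in the C libraries, and the Lymphoid cells list was at 4.35 in APP_H3 and at 2.80 to 2.97 in C. In the same library, all 14 Exocrine pancreas genes and 31 of 33 Hepatocyte genes were below the median of the other 8 libraries. The median log2 ratio of the Exocrine pancreas genes was -4.82, which argues against a lower share of hepatocytes with all other cells of the pool unchanged, since that would have raised this list as well. The depth argues against a shortage of reads as the cause, because the paper's 31822452 mapped reads for APP_H3 lie inside the range of the other libraries. A single scaling factor would have moved the Blood genes in the same direction as the Hepatocyte genes. Their median log2 ratios to the other 8 libraries, 3.22 for Blood and -4.38 for Hepatocyte, argue against such a factor. Median-ratio scaling left the Hepatocyte median at -4.28, but its factors were only between 0.972 and 1.06, so it cannot decide this. A response of the liver to 0.8% APP shared by the 3 pools of the group is argued against by APP_H1 and APP_H2, whose median log2 ratios of the Hepatocyte genes to C were 0.54 and -0.39. The median log2 ratios of the Hepatocyte and Blood genes to the other 8 libraries were -4.38 and 3.22. That most of the RNA in the APP_H3 pool came from cells other than liver cells stays open as a hypothesis. These ratios are the pattern itself and do not test it, and no independent test of it was run. Of the Blood list, cahz, slc4a1a and alas2 had FPKM in APP_H3 of 1019, 942 and 915 against highest values of 166, 176 and 147 in the other libraries. Of the lists written after the values of APP_H3 had been seen, Thrombocytes (11 genes) stood at 5.04 against 1.40 to 2.77 and Connective tissue (13 genes) at 4.88 against 2.53 to 3.56, with col1a1 at an FPKM of 252 against at most 7.09. Kidney tubule (9 genes) stood at 1.26 against 3.45 to 4.41, Skeletal muscle (2 genes) at 1.73 against 1.75 to 3.38, and Intestinal epithelium (5 genes) at 1.47 against 2.22 to 2.79. No list identifies the tissue, and a change of the liver in that 1 tank, a mixed sample and an exchanged sample were not told apart.

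In APP_H2 the Lymphoid cells list was at 3.98 and the Myeloid cells list at 5.19, against 2.80 to 2.97 and 4.47 to 4.55 in the C libraries. A few genes of the lists as the whole cause are argued against, since 15 of 15 Lymphoid cells genes and 19 of 23 Myeloid cells genes were above their means in C. A lower share of hepatocytes in this pool may have raised both lists, and it cannot be told apart from other causes in this 1 pool. The median log2 ratio of the Hepatocyte genes to C was -0.39 and that of the Blood genes 0.79, while that of the Exocrine pancreas genes was -0.34 with a list value of 9.21 inside the range of the C libraries. The Lymphoid cells list of APP_H1 was at 2.57, below the C libraries, which goes against a rise of this list shared by the 3 pools of APP_H. A difference of the fish of the APP_H2 pool stays open, as untested.

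The Myeloid cells list was at 4.79 in APP_A1 and at 4.66 in APP_H1. In APP_H1 a lower share of hepatocytes is argued against, because the median log2 ratio of the Hepatocyte genes to C was 0.54 and that list was above each C library. In APP_A1 it cannot be told apart from other causes, with a median log2 ratio of the Exocrine pancreas genes to C of 0.0020. Of the 23 genes, 14 in APP_A1 and 15 in APP_H1 were above their means in C, near an even division. This count leaves out the size of each rise. Chosen after their values were seen, hmox1a had an FPKM of 20.9 in APP_A1 against 0.92 to 2.71 in the C libraries. In APP_H1 a LECT2 locus had 20942.5 against 6169 to 9322, and a LYZ locus 6385 against 2441 to 4328. The other LECT2 and LYZ loci lay inside the C range. A few genes thus made part of these rises, and a rise of myeloid cells is not shown.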

How the results depend on the processing

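The number of DE genes moved by more than 1.5 times under several alternatives. For APP_A vs. C it was 20, and it was 42 with a pseudocount of 0.01, 35 with only the 2 groups compared and 39 with array weights. For APP_H vs. C it was 25, and it was 38 with a pseudocount of 0.01 and 3158 with array weights. For APP_H vs. APP_A it was 28, and it was 53 with a pseudocount of 0.01, 57 with only the 2 groups compared and 4022 with array weights. The array weights gave APP_H2 a weight of 29.3 and APP_H3 one of 0.137, and their estimation stopped before it converged, so the values with array weights given here are not reliable. With unadjusted p and the fold change the counts were 522, 1131 and 1624, and with a ratio of group mean FPKM of at least 2 and no test they were 4847, 6526 and 7631, because these alternatives omit the correction or the test. Across the fits that each left out 1 library the counts ranged from 12 (without APP_A2) to 26 in APP_A vs. C, from 18 to 55 (without APP_H3) in APP_H vs. C and from 5 (without APP_A2) to 59 (without APP_H3) in APP_H vs. APP_A. For the other alternatives the cause was not tested. With a pseudocount of 0.1 the share of upregulated genes moved from 40% to 25% in APP_A vs. C, from 48% to 60% in APP_H vs. C and from 57.1% to 70.7% in APP_H vs. APP_A. The majority in APP_A vs. C turned to upregulated genes without APP_A3, with 11 up and 8 down (57.9%). In APP_H vs. C it turned likewise without APP_H3, with 38 up and 17 down (69.1%). It also turned there with no filter (10 up, 8 down), quantile normalization (14 and 13), values of 0 as missing (10 and 8) and array weights (1894 and 1264). In APP_H vs. APP_A the majority turned without APP_A3, with 9 genes higher and 11 lower in APP_H (45%).

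Genes common to the 3 comparisons numbered 0, and 9 with array weights and 19 with unadjusted p and the fold change. The correlation of the APP_A and APP_H responses was 0.298, and it was 0.310 with a pseudocount of 0.1, 0.326 with 0.01, 0.319 with no filter and 0.270 with quantile normalization, and from 0.208 to 0.432 across the fits that each left out 1 library. The cause was not tested.

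With the replicate number as a block (replicate block), the counts of DE genes were 7, 8 and 3 in APP_A vs. C, APP_H vs. C and APP_H vs. APP_A. Upregulated genes were 14.3%, 37.5% and 66.7% of them. Libraries with the same number had correlations of their deviations from the group means between -0.0695 and 0.126, with 1 of 9 pairs over 0.1, so the libraries share only a number. No count of gene sets changed by over 1.5 times under the block.

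With values of 0 as missing where the median of the other 8 libraries was at least 10 FPKM, an alternative chosen after seeing the data, the counts of DE genes were 12, 18 and 17. Of the 8, 7 and 11 DE genes lost in this way, 8, 5 and 8 had no value left in one of the groups, so that their loss follows from the alternative's construction and does not show whether the estimates had failed.

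For the loci that carry the names in the paper, the number with an adjusted p under 0.05 over the list was 0, and across the fits that each left out 1 library it was from 0 to 1 (fads2 copy 2 without APP_H1). The loci tested numbered 9 with the FPKM filter of 5. In APP_A vs. C several values changed sign. With a pseudocount of 0.1, a pseudocount of 0.01 and array weights, tlr2 had a log2 fold change of -0.024, -0.12 and -0.046. With quantile normalization hsp90b1 had 0.14, fabp10a 0.060 and rela 0.088. Relative to the median of all genes, which this normalization moved by 0.11, rela kept its sign (0.022 and 0.026), while hsp90b1 went from -0.065 to 0.076 and fabp10a from 0.040 to -0.0018. With median-ratio scaling fabp10a had 0.011, and relative to the median of all genes it kept its sign (0.040 and 0.045), so this reversal follows from a common shift. With array weights hsp90b1 had 0.096. With 1 library left out, values ranged from -0.20 to 0.76 for lpl, from -0.23 to 0.29 for fabp10a, from -0.20 to 0.22 for tlr2, from -0.71 to 0.48 for hsp90b1, from -0.34 to 0.071 for NFKB1, from -0.42 to 0.28 for nfkb2 and from -0.13 to 0.12 for rela. In APP_H vs. C, fads2 copy 1 had 0.69 with array weights and 0.37 as a log2 ratio of group mean FPKM, and fads2 copy 2 had 0.18 as such a ratio. With 1 library left out, the range was -1.09 to 0.96 for fads2 copy 1, -1.91 to 0.22 for copy 2 and -2.60 to 0.26 for fabp1b.1, with the highest value without APP_H3 in each case. In APP_H vs. APP_A, fads2 copy 1 had 0.28 with array weights and ranged from -1.71 to 0.34, the highest without APP_H3. The cause of the other reversals was not tested. Array weights also brought 11 values of single genes past the threshold.

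Gene sets with an adjusted p under 0.05 numbered 1, 8 and 9 in APP_A vs. C, APP_H vs. C and APP_H vs. APP_A. With fry they numbered 0, 0 and 0, with 0, 1 and 3 sets at an unadjusted p under 0.05, and with camera under an estimated correlation 0, 0 and 0, with 0 sets at an unadjusted p under 0.05 in each. With only the 2 groups compared there were 2 in APP_A vs. C, and with the FPKM filter of 5 there were 3 in APP_H vs. C. Across the fits that left out 1 library they ranged from 0 (without APP_A2 or APP_A3) to 3 in APP_A vs. C and from 4 (without APP_H3) to 10 in APP_H vs. C. With apoa1a removed from the PPAR signalling set, an alternative chosen after seeing the data, its mean in APP_A vs. C was -0.023 in place of 0.18, so this gene alone made that mean positive. With quantile normalization the means in APP_A vs. C were 0.088 for Phagosome, 0.039 for Antigen processing and presentation and 0.053 for Fatty acid beta-oxidation, all reversed. Relative to the median log2 fold change of all genes, -0.052 before and 0.062 after this normalization, the means of these 3 sets were 0.025, -0.023 and -0.0088, against 0.016, -0.055 and -0.072 before, so their reversals follow from the common shift. With 1 library left out, the means in APP_A vs. C ranged from -0.073 to 0.0081 for Phagosome, from -0.022 to 0.10 for Glycogen metabolism and from -0.88 to 0.15 for Response to virus, and that of Response to virus in APP_H vs. C from -0.14 to 0.89. The cause of these ranges was not tested.

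Of 273 values of gene sets under the alternatives other than leaving out a library, 224 kept their direction and their side of the threshold, 44 lost significance, 1 gained it and 4 reversed. Of 407 values of single genes, 372 kept both. The difference in distance between and within groups kept its direction and a permutation p under 0.05 in each of the alternatives run for it. The table gives no counts, so how far depth limits a single value is unknown.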

Differences from the paper's values

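The paper reports 285 upregulated and 408 downregulated DE genes in APP_A vs. C, and limma on log2(FPKM + 1) gave 8 and 12. With unadjusted p and the fold change the values were 198 and 324, within 1.5 times of the paper's, and none of the other alternatives set before the data were examined closed either gap. The paper reports 451 upregulated and 274 downregulated DE genes in APP_H vs. C, and the re-analysis gave 12 and 13. With unadjusted p and the fold change 460 genes were upregulated, which closed that gap, while none of the alternatives closed the gap for downregulated genes. For the comparison of APP_A and APP_H, the paper reports 915 upregulated and 349 downregulated DE genes. Its text and the caption of Fig 4 write APP_A vs. APP_H, while the figure is labelled APP_H vs. APP_A. The re-analysis gave 16 genes higher and 12 lower in APP_H. Read by the figure's label, 885 genes higher in APP_H with unadjusted p and the fold change closed the first gap. No alternative closed the gap for those that were lower, under the same reading. These alternatives are settings under which the values fall near the paper's and not a description of the paper's method.

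The paper reports 366, 257 and 726 DE genes specific to APP_A vs. C, APP_H vs. C and the comparison of APP_A with APP_H, and the re-analysis gave 1, 2 and 4. With unadjusted p and the fold change 815 genes were specific to the last, which closed that gap alone. The paper reports 7 DE genes common to all comparisons, in words, and the re-analysis gave 0. Array weights, whose estimation did not converge, gave 9, and no other alternative was within 1.5 times of the paper's value.

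For APP_A vs. C, the paper's log2 fold change of LPL is -1.67 and the value here was 0.30. That of IGF-2 is 1.85 in the paper and was -0.99 here. That of FABP2 is 1.66 in the paper, against 0.44 for fabp1b.1 and -0.012 for fabp10a. The paper's value for TLR2 is 3.62 and the value here was 0.049. None of the alternatives set before the data were examined closed these gaps. The paper's value for HSP90b1 is -1.47 and the value here was -0.12, and it came within the replicate SD of the paper's at -0.49 without APP_A3 and at -0.71 without C2, but in none of the other alternatives. For NF-κB the paper's value is -1.99, against -0.11 for NFKB1, -0.15 for nfkb2, -0.26 for rel and -0.030 for rela, and no alternative closed these gaps.

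For APP_H vs. C, the paper's log2 fold change of HSP90b1 is 2.45 and the value here was -2.29. As a log2 ratio of group mean FPKM it was -2.45, the paper's size with the other sign. That of FADS2 is 3.64 in the paper, against -0.34 for fads2 copy 1 and -0.78 for copy 2. That of NF-κB is 2.94 in the paper, against 0.22 for NFKB1, 1.30 for nfkb2, 0.70 for rel and 0.42 for rela. None of the alternatives set before the data were examined closed these gaps.

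Other values of Table 7 were within the replicate SD of the values here. For APP_H vs. C the paper's LPL is 2 against 1.95 here, its IGF-2 is -2.57 against -1.90, its FABP2 is -2.66 against -1.42 for fabp1b.1 and -1.44 for fabp10a, and its TLR2 is 1.95 against 1.68. As log2 ratios of group mean FPKM, lpl had 2.03, igf2 -2.57, fabp1b.1 -0.16, fabp10a -0.37 and tlr2 3.68, the last beyond the replicate SD. For APP_A vs. C the paper's FADS2 is 1.37 against 1.35 for fads2 copy 2 and 0.63 for copy 1. The replicate SD is wide for the FABP2 loci in APP_H, at 2.99 and 2.63. Without APP_H3, fabp1b.1 had 0.26 and fabp10a -0.015 in APP_H vs. C, the only alternative in which these loci differed from the paper's value.

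The paper states that expression of IGF-2 was promoted and that of LPL decreased in APP_A, and that HSP90b1 and FADS2 were stimulated in APP_H. In the paper these directions rest on qRT-PCR of another part of the livers as well as on RNA-seq. The qRT-PCR was not analysed here, so only the RNA-seq values are compared. Here igf2 in APP_A and hsp90b1 in APP_H were lower than C, in each of the alternatives run for these values. For igf2 the APP_A and C libraries overlapped, and the log2 fold change of -0.99 had a standard error of 0.90. It was -0.16 without C1, so the direction of igf2 is not settled. For lpl in APP_A the sign depended on the libraries, since its log2 fold change of 0.30 was -0.20 without APP_A2. For fads2 in APP_H it depended on the measure and on 1 library, since copies 1 and 2 had 0.37 and 0.18 as log2 ratios of group mean FPKM and 0.96 and 0.22 without APP_H3, and copy 1 had 0.69 with array weights, which are the paper's direction. The paper names its common DE genes, of which none was a DE gene here. With array weights, whose estimation did not converge, lpl, tlr2, hsp90b1, nfkb2 and rel passed an adjusted p of 0.05 in APP_H vs. C and APP_H vs. APP_A, and fads2 copy 2 in APP_H vs. APP_A.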

Other observations

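The tests on the number of DE genes were written before the data were examined. Of the 10 splits of the 6 libraries into 3 and 3, 2 gave as many DE genes as the 20 of APP_A vs. C, the real split included. For APP_H vs. C, 4 of the 10 splits gave as many as 25, and the highest split gave 68. For APP_H vs. APP_A, 1 of the 10 gave as many as 28, the real one. With 10 splits the share cannot fall under 0.1, so chance as the cause of these counts could not be excluded.

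The marker lists were tested in each comparison with camera from limma, adjusted over 5 lists. In APP_A vs. C the mean log2 fold changes were 0.29 for Hepatocyte, -0.55 for Exocrine pancreas, -0.17 for Blood, -0.51 for Lymphoid cells and -0.0032 for Myeloid cells, with adjusted p values of 0.578, 0.578, 0.897, 0.0472 and 0.578. Without APP_H3 the adjusted p of Lymphoid cells in this comparison was 0.0723. In APP_H vs. C they were -1.10, -1.46, 0.84, 0.76 and 0.09, with adjusted p values of 5.7e-04, 0.0077, 0.0143, 5.7e-04 and 0.0143. Without APP_H3 these means were 0.07, 0.09, 0.06, 0.41 and 0.41, with adjusted p values of 0.634, 0.750, 0.750, 0.0484 and 0.0051. In APP_H vs. APP_A the means were -1.39, -0.92, 1.02, 1.27 and 0.09, with adjusted p values of 2.8e-04, 0.0597, 0.0342, 2.2e-06 and 0.0143, and without APP_H3 they were -0.22, 0.64, 0.24, 0.91 and 0.41. Without apoa1a, removed after its values were seen, the mean of Hepatocyte in APP_A vs. C was -0.017 with an adjusted p of 0.860. With fry and with an estimated correlation, the lowest adjusted p of any list was 0.229 and 0.438.

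In APP_H vs. APP_A, the paper reports no pathways. With camera from limma, 9 of the 14 gene sets had an adjusted p under 0.05. Without APP_H3, 5 of these 9 did, together with Cholesterol biosynthesis, whose mean was 0.66 with an adjusted p of 0.0011 in place of -0.074 and 0.886. The chaperones (-0.87, adjusted p 4.9e-07), Biosynthesis of unsaturated fatty acids (-1.42, 6.0e-04), beta-oxidation (-0.61, 6.2e-04), Fatty acid biosynthesis (-1.05, 0.0020) and PPAR signalling (-0.76, 0.0020) were lower in APP_H. B-cell receptor signalling (0.41, 9.3e-04), the natural killer set (0.40, 0.0013), Inflammatory response (0.37, 0.0083) and Response to virus (0.74, 0.0255) were higher. Without APP_H3 the means of the unsaturated fatty acid, beta-oxidation and PPAR sets were -0.57, -0.05 and -0.20 with adjusted p values of 0.0604, 0.366 and 0.440, those of the chaperones and of Fatty acid biosynthesis were -0.53 and -0.63, and Response to virus had an adjusted p of 0.118. Response to virus also had 0.0659 without APP_A2, 0.0983 without APP_A3 and 0.228 without APP_H2, and Inflammatory response had 0.302 with a mean of 0.16 without APP_H2. Without APP_H2, 7 sets had an adjusted p under 0.05. The Phagosome, Antigen processing and presentation, Glycogen metabolism, and Circadian clock sets had adjusted p values of 0.0868, 0.249, 0.144 and 0.236. For APP_H vs. C, Fatty acid biosynthesis, Antigen processing and presentation, Glycogen metabolism, Cholesterol biosynthesis and Circadian clock had adjusted p values of 0.103, 0.307, 0.228, 0.307 and 0.307, and in APP_A vs. C Cholesterol biosynthesis, the clock, B-cell receptor signalling, the natural killer set and Inflammatory response had 0.540, 0.700, 0.540, 0.699 and 0.757. Without APP_H3, Cholesterol biosynthesis had a mean of 0.74 and an adjusted p of 2.2e-05 in APP_H vs. C, where its mean over all libraries was -0.0015. This set stood at 5.46 in APP_H1 and at 4.40 in APP_H2. The C libraries were at 3.69 to 4.52 and the APP_A libraries at 4.20 to 4.40, so its rise without APP_H3 came mostly from APP_H1.

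Chosen after their values were seen, apoa1a (XLOC_016975), an apolipoprotein gene, had FPKM of 30624 and 43942 in APP_A1 and APP_A3 and of 1895 in APP_H3, and was listed at 0 in the other libraries. The gene with the highest FPKM in APP_H3 was ENSONIG00000001457 (XLOC_006873), at 150687 against 2420 to 29290 in the other libraries. The table does not pair it with a symbol.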
